# Isolation, validation, and long-term culture of mouse ear fibroblasts

**DOI:** 10.1242/bio.062483

**Published:** 2026-05-20

**Authors:** Katie L. Barnes, Nicole M. Davis, Billy J. Erazo, Katie M. Cataldo, Emmaly H. Bertges, Laura J. Knoll

**Keywords:** Primary fibroblast protocol, Cell culture model, Media optimization, Adipocyte-like cell contamination, Transcriptomic profiling

## Abstract

Primary fibroblasts are essential cell culture models for studying cellular homeostasis, disease mechanisms, and host–pathogen interactions. Primary cells offer physiological relevance that immortalized cell lines cannot recapitulate. However, existing protocols for isolating and culturing primary fibroblasts lack standardization for long-term applications. Contamination by non-fibroblast cell types, variable media formulations, and poorly monitored passage numbers remain critical challenges for reproducibility. Here, we present a streamlined, cost-optimized protocol for isolating and culturing mouse ear fibroblasts (MEarFs) suitable for extended passages. We demonstrate that enriched media (Advanced DMEM/F-12+15% FBS) consistently promoted adipocyte-like cell contamination in long-term MEarF cultures. In contrast, minimal media (DMEM+10% FBS) proved sufficient for both isolation and long-term cultures, with fibroblast gene expression confirmed through passage 9. Cells displayed characteristic fibroblast morphology, expressed the mesenchymal marker vimentin, and maintained fibroblast-associated transcripts with minimal epithelial and adipocyte marker expression throughout the culture. Bulk RNA sequencing revealed that 17% of mapped genes exhibited differential abundance between passage 3 and passage 9, with enrichment in functional categories related to cell cycle regulation and paracrine signaling. This protocol provides an accessible primary fibroblast cell culture model with broad research applications, emphasizing reproducibility and resource-conscious practices.

## INTRODUCTION

Fibroblasts are essential structural components of multicellular tissues and serve as an adaptable cell model system for studying cellular homeostasis, disease mechanisms, and host–pathogen infections (Madelaire et al., 2022). Research using fibroblast models relies on either immortalized cell lines or primary cells isolated directly from donors. While immortalized cell lines offer practical advantages, including unlimited proliferative capacity, they frequently fail to recapitulate physiologically relevant cellular processes due to genetic modifications that bypass senescence or their cancerous origins (Shitova et al., 2024). Immortalized fibroblasts are susceptible to misidentification and cross-contamination through prolonged handling across laboratories, contributing to broader concerns about scientific reproducibility. The discovery of HeLa cell contamination in immortalized cell lines, some dating back 30 years, exemplifies these challenges (Hughes et al., 2007; Jäger et al., 2013). Beyond the biological advantages of fibroblasts, practical considerations such as cost, ease of handling, and culture longevity influence model selection. Primary fibroblast protocols that minimize reagent costs and technical complexity while maintaining cellular fidelity would improve accessibility for laboratories and high-throughput studies.

Primary fibroblasts more accurately reflect *in vivo* cellular physiology compared to immortal fibroblasts, as they retain donor-specific genetic and metabolic features. However, primary cells have finite lifespans, requiring researchers to frequently acquire new cells from commercial vendors or isolate them from donors, a process that can be resource-intensive and introduce experimental variability (Chalak et al., 2024). Cell yields and proliferation rates can vary across passages, complicating experimental design and sample size calculations. Both immortalized and primary fibroblast cells undergo molecular and phenotypic adaptations during long-term culture, with the passage number significantly influencing gene expression profiles, metabolic activity, and cellular behavior (Briske-Anderson et al., 1997; Wijerathna-Yapa et al., 2025). With these considerations, primary fibroblasts are preferred for modeling physiological conditions; however, protocols for isolating and culturing primary fibroblasts vary widely in critical steps, such as tissue source, dissociation strategy, and culture media formulations (Table 1). Protocols support short-term culture, with cell viability reported to decline after passage 5. Primary fibroblasts can be successfully isolated from numerous connective tissues, including skin, lung, and heart (Plikus et al., 2021). In rodent models, tail and ear tissues are frequently selected because they are accessible through a noninvasive or nonterminal procedure. Tail-derived fibroblast isolations have been reported to yield inconsistent cell numbers and require extensive enzymatic digestion, increasing cellular stress and experimental costs (Khan and Gasser, 2016). In contrast, ear tissue is amenable to both mechanical and enzymatic digestion strategies, offering flexibility to balance cell yield, culture longevity, and experimental cost (Uguten et al., 2024). Ear tissue can be collected terminally or through nonterminal ear punches, enabling parallel experiment design with *in vitro* and *in vivo* systems (Edelman and Redente, 2018).

**Table 1.** Comparison of five fibroblast isolation protocols

Protocol reference	Base media	Serum	Cell isolation	Validation	Tissue and species	Notes
Ningsih et al., 2024	DMEM – low glucose, pyruvate (Thermo Fisher #11885084)	10% FBS (Sigma-Aldrich #F2442)	Mechanical	Flow cytometry of CD73 and CD90, or CD105, and immunofluorescence imaging of vimentin	Human skin (normal and pathological conditions)	Identifies ‘adipocyte-like cells’; suggests the need for more antibiotic/bacterial/mycotic testing for long-term culture
Edelman and Redente, 2018	DMEM (not listed)	10% FBS (not listed)	Enzymatic (Collagenase A) or mechanical	Phalloidin stain	Mouse lung	Adapted for ear punch or tail snips
Seluanov et al., 2010	DMEM/F-12 and EMEM (not listed)	15% FBS (not listed)	Mechanical and enzymatic (Liberase)	Morphology	Rodent (>20 wild species tested) skin and lung	DMEM/F-12 for isolation and initial growth period; EMEM for fibroblast selection media
Khan and Gasser, 2016	RPMI 1640 (not listed)	10% FBS (not listed)	Enzymatic (Collagenase D and Pronase)	Vimentin labeling and imaging	Mouse ear and tail	Validated cell isolation from tissue stored at room temperature up to 10 days; maximum of six passages to signs of senescence
Bravo et al., 2021	DMEM (Corning #15-013-CV)	10–20% FBS (Sigma-Aldrich #F0926-500ML)	Mechanical	Morphology, flow cytometry of THY1.2 or PDGFRα	Mouse ear	Suggests 20% FBS for long-term culture; validation at passage 3; maximum of ten passages
This paper	DMEM (Gibco #11960-051)	10% FBS (Corning #35-010-CV)	Mechanical and enzymatic (Liberase)	Morphology, vimentin staining, and RNA sequencing	Mouse ear	Validated up to passage 9; no adipocyte or myocyte contamination reported in minimal media, which is nutrient sufficient for fibroblast isolation; published transcriptome of passage 3 and passage 9 cells

Base media, serum, cell-isolation mechanism, method of validation, and tissue type used for isolation are among the major differences between the published protocols.

A critical, but underappreciated, challenge in primary fibroblast isolation is contamination by nonfibroblast cell types (Challener, 2024). Mouse ear tissue contains heterogeneous cell populations, including fibro-adipogenic progenitors, cells that can differentiate into both fibroblasts and adipocytes (Joe et al., 2010; Marangoni et al., 2020). While enriched media formulations may accelerate initial fibroblast outgrowth, they can also promote adipogenic differentiation, leading to mixed-population cultures (Roxburgh et al., 2016). Adipocyte-like contaminants can proliferate and ultimately outcompete fibroblasts in enriched media, compromising culture identity and experimental interpretation. Furthermore, lipid metabolism in contaminating cell populations may exert paracrine-like effects on neighboring cells, confounding experimental results and reducing the physiological relevance of the model system (Else, 2019). Despite these concerns, published protocols for primary fibroblast isolation rarely address nonfibroblast contamination or its prevention.

Media composition is another significant variable in primary fibroblast culture development. Primary cells often rely on selective media formulations to support survival and growth, yet these conditions can also influence cell physiology and metabolism (Wijerathna-Yapa et al., 2025). Published primary fibroblast isolation protocols recommend a wide range of base media formulations, from minimal (DMEM+10% FBS) to highly enriched (Advanced DMEM/F-12+15% FBS), with variable passage longevity and limited characterization of contaminating cell types (Table 1). Enriched media may enhance initial fibroblast growth, but long-term culture in enriched media remains poorly characterized. Minimal media formulations offer a simpler, more cost-optimized approach while selectively supporting fibroblast survival over contaminating cell types.

Given the need for reproducible, cost-optimized primary fibroblast models suitable for extended fibroblast culture, we developed and validated a streamlined protocol for isolating mouse ear fibroblasts (MEarFs). Our approach addresses three critical gaps identified in existing protocols (Table 1): minimizing nonfibroblast contamination during long-term culture, identification of optimal media conditions to balance cost with culture purity, and documentation of passage-dependent transcriptomic changes relevant to experimental design with the model. The protocol we outline here provides an accessible, cost-optimized approach to primary fibroblast culture with applications in cellular homeostasis, disease modeling, and host–pathogen interactions.

## RESULTS

### Streamlined isolation of primary fibroblasts from mouse ear tissue

To address the need for a reproducible and longer-lived primary fibroblast model, we established and validated a streamlined protocol for isolating MEarFs as a suitable cell model. Our protocol integrates mechanical and enzymatic dissociation steps adapted from previously published protocols (Table 1). We collected tissue from both ears of a single mouse (Fig. 1A). Using a blade, we mechanically disrupted the tissue by breaking it down into smaller fragments (Fig. 1B). We further digested the tissue fragments using the enzyme Liberase for 90–120 min (Fig. S1). Liberase was chosen for enzymatic tissue disruption because of the documented success of tissue degradation as a mix of Collagenases I and II and proteases (Brandhorst et al., 2010). Following digestion, we removed tissue fragments by filtration to reduce co-isolation of nonfibroblast cell types. We then washed the cells, resuspended them in DMEM supplemented with 10% FBS, and seeded them into a T25 flask for culture (Fig. 1C). The flask was left undisturbed for 3 days to aid cell adhesion.

**Fig. 1.**
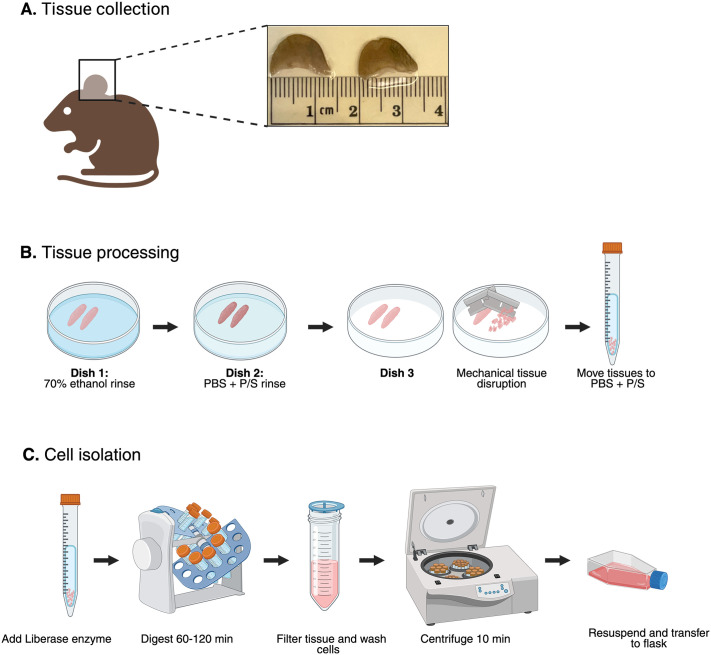
**Workflow for mouse ear tissue collection and processing for primary fibroblast culture.** (A) Ear tissue was collected from 16-week-old female C57BL/6J mice following humane euthanasia in accordance with institutional guidelines. (B) The tissue was washed in 70% ethanol, rinsed in phosphate-buffered saline (PBS) supplemented with 1% penicillin–streptomycin (P/S), and then mechanically disrupted with razor blades. The minced tissue was transferred to PBS+1% P/S containing the Liberase enzyme and digested for 90–120 min at 37°C with rotation. (C) After digestion, the remaining tissue fragments were removed by filtration, and the cell pellet was washed to remove residual enzyme in minimal media (DMEM+10% FBS). Cells were seeded into a T25 cell culture flask and left undisturbed for 3 days to aid cell adhesion. Created in BioRender by Knoll, L. J. (2026). https://BioRender.com/62oxy8p. This figure was sublicensed under CC-BY 4.0 terms.

### Minimal media reduces adipocyte-like contamination in MEarF culture

Media composition influences cellular metabolism and behavior (Lee et al., 2018; Vis et al., 2020; Cataldo et al., 2026). Enriched media may support the initial outgrowth of fibroblasts; however, excessive nutrients can also promote the survival and expansion of less-resilient cell populations. For example, fibro-adipogenic progenitors are skeletal muscle cells that can be isolated alongside fibroblasts (Joe et al., 2010; El-Hattab et al., 2020). With this in mind, we examined whether MEarFs could be maintained long term in minimal media (DMEM+10% FBS) to reduce exposure to multiple media formulations and limit culture-media-associated variability. By passage 3, MEarFs cultured in enriched media (Advanced DMEM/F-12+15% FBS) accumulated adipocyte-like cells within the monolayer, as confirmed by boron–dipyrromethene (BODIPY) staining of neutral lipids (Fig. 2A, green). In MEarF cultures grown in minimal media, adipocyte-like cells are undetectable (Fig. 2B). Quantification between two independent experiments demonstrates a significant reduction in the number of BODIPY-positive cells when grown in minimal media compared to enriched media (Fig. 2C). Cells with an accumulation of lipid-like structures were found in MEarF cultures in enriched media, regardless of the donor's genotype (Fig. S2A). Cells imaged without BODIPY stain demonstrated a lack of specific fluorescence, confirming the BODIPY stain co-localized with adipocyte-looking cells (Fig. S2B).

**Fig. 2.**
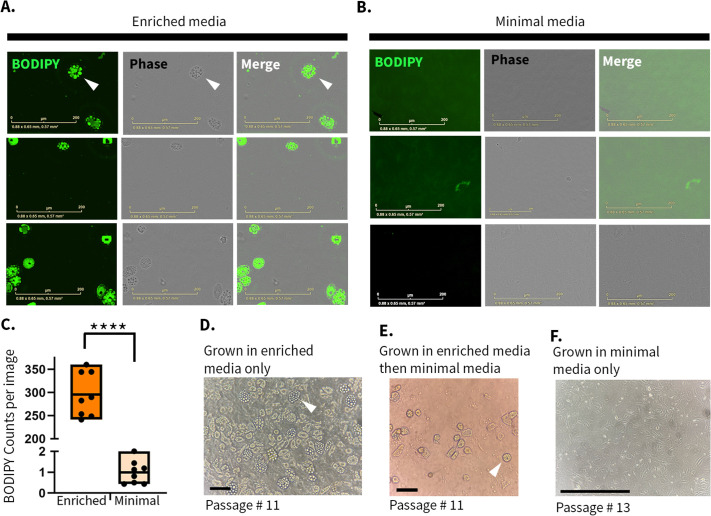
**Minimal media reduces adipocyte-like contamination in MEarF cultures.** (A,B) Passage 3 MEarFs were stained with the neutral lipid dye, BODIPY, to confirm the lipid identity of cell contaminants. Cells were cultured in enriched media (Advanced DMEM/F-12+15% FBS; A) or minimal media (DMEM+10% FBS; B) from isolation through passage 3 (P3). Images were acquired using GFP and phase-contrast channels on an Incucyte live-cell imaging system with a 20× objective, scale bars: 200 μm, *n*=3. Localized green fluorescence indicates BODIPY-positive adipocyte-like cells. (C) Quantification by Incucyte Sartorius software for BODIPY counts per image demonstrates the significance (****P<0.0001) of lipid-like cells in enriched compared to minimal media conditions. (D–F) MEarFs isolated from the same donor, maintained under three media conditions. MEarFs grown in enriched media (D) from isolation to passage 11 accumulated an abundance of lipid-like cells (white arrowhead). MEarFs grown in enriched media from isolation to passage 5 and then minimal media from passages 5 to 11 (E), generating a moderate number of lipid-like cells (white arrowhead). When grown in minimal media from isolation to passage 13 (F), MEarF cultures have an undetectable amount of lipid-like cells. Images were captured from one flask for each condition through the eyepiece of a 10× (D,E) and 20× (F) objective light microscope on a phone camera, scale bars: 200 μm, *n*=2. Cultures maintained exclusively in minimal media showed no detectable adipocyte-like cells throughout extended culture in at least four separate isolations.

To determine whether adipocyte-like cells could be eliminated through trypsin exposure and passaging, we cultured MEarFs isolated from the same donor, in three conditions: enriched media from isolation to passage 11 (Fig. 2D); enriched media for five passages followed by minimal media for another five passages (Fig. 2E); and minimal media from isolation to passage 13 (Fig. 2F). Adipocyte-like cells overgrew cultures maintained in enriched media by passage 11, with fibroblasts largely outcompeted for space. Cultures initiated with enriched media and transitioned to minimal media displayed a reduced but persistent population of adipocyte-like cells. MEarFs cultured in minimal media for at least two passages did not exhibit an accumulation of adipocyte-like cells (Fig. 2B; Fig. S4). Adipocyte-like cells did not grow to a noticeable amount through passage 13, as determined by morphology under light microscopy. Taken together, MEarFs grown in minimal media have reduced adipocyte-like cell contamination.

### Validation of fibroblast identity in MEarF cultures

Following the successful reduction of adipocyte-like contaminants, we validated fibroblast identity in MEarF cultures using immunofluorescent, morphological, and transcriptomic analyses. Immunofluorescent staining for vimentin, a mesenchymal marker, confirmed fibroblast lineage within the culture of MEarFs, compared to the positive control of human foreskin fibroblasts (HFFs) and the negative control of epithelial Madin-Darby canine kidney (MDCK) cells (Fig. 3A). MEarF cultures further displayed characteristic fibroblast morphologies: adherent, spindle-shaped cells with distinct nuclei and cytoplasm appearing 10–20 days post-isolation (Fig. 3B). Secondary-only controls (Fig. S3) showed a pattern of background fluorescence that differentially localized compared to the Vim primary antibody-positive cells.

**Fig. 3.**
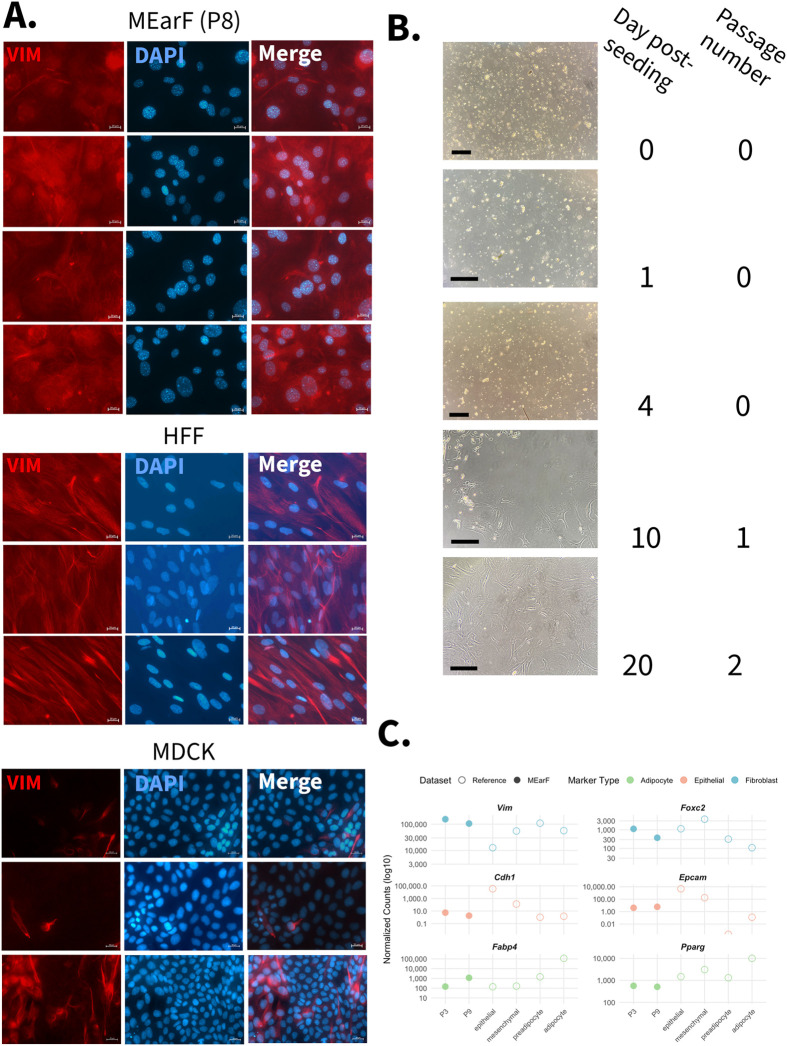
**Confirmation of fibroblast identity in mouse ear fibroblast (MEarF) cultures.** (A) Immunofluorescence staining for vimentin (VIM, red), a fibroblast-specific intermediate filament protein, in passage 8 MEarFs compared to reference cell lines. Human foreskin fibroblasts (HFFs) serve as a positive control for fibroblast identity, while Madin-Darby canine kidney epithelial cells (MDCK) serve as a negative control. Nuclei were counterstained with DAPI (blue). Images were acquired on a Zeiss Axioplan III fluorescence microscope at 40× magnification, scale bars: 20 μm. (B) Morphological progression of the MEarF monolayer across 20 days post-isolation. Cells transitioned from initial suspension to adherent monolayers displaying characteristic fibroblast morphology: elongated, spindle-shaped cells with distinct nuclei and cytoplasm by day 10. Images shown are taken at 0, 1, 4, 10, and 20 (passages 0, 1, and 2). Images are taken through the eyepiece of a 10× objective light microscope with a phone. Scale bars: 200 μm. (C) Comparative transcriptomic validation of MEarF fibroblast identity. MEarFs (closed dots) show expression patterns consistent with fibroblast identity: high expression of fibroblast markers in blue (*Vim*, *Foxc2*), minimal expression of epithelial markers in orange (*Cdh1*, *Epcam*), and intermediate expression of adipocyte markers in green (*Fabp4*, *Pparg*) relative to reference datasets (open dots). Expression of cell-type-specific markers in MEarFs [passages 3 (P3) and 9 (P9)] are compared to reference datasets of fibro-adipogenic cells and epithelial–mesenchymal transition cells: 3T3-L1 cells (pre-adipocyte versus differentiated adipocytes) and human mammary epithelial (HMLE) cells (epithelial versus mesenchymal). MEarF transcriptomic data were generated in-house as described in Materials and Methods (*n*=4). Reference datasets were obtained from Bioconductor: 3T3-L1 data from the curatedAdipoRNA package (*n*=22, pre-adipocyte, *n*=25 adipocyte-like) and HMLE data from the emtdata package via ExperimentHub (*n*=3). Raw counts from all datasets were normalized using DESeq2 to enable direct comparison. Values represent log-transformed normalized counts.

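RNA sequencing covered 8 libraries of polyadenylated RNA, 4 from replicate wells of MEarFs at passage 3 and 4 from replicate wells at passage 9. The paper states that both populations came from the same isolation, that the passage 3 stock was cryopreserved after passage 2, and that it was thawed when the continuously cultured population reached passage 6, whereas the sample labels place freezing at passage 1 and thawing at passage 7. The 4 libraries of a passage are therefore wells of a single culture, and passage number and cryopreservation differ together. Each well was seeded with 40000 cells and lysed on day 4. The authors deposited the expected counts that RSEM assigned to each gene symbol, without normalization between libraries. Total counts at passage 3 ranged from 16006554 to 71343352, with a median of 39107674. At passage 9 they ranged from 29091042 to 83924663, with a median of 53132413. Some totals exceed the approximate number of paired-end reads per sample that the paper gives, and the reason was not established. Counts were rounded to whole numbers and normalized by edgeR's TMM method, and normalized counts are expressed at the mean effective library size of the 8 libraries. A gene with 3 counts, taken as the smallest amount a library can show, has a normalized count between 1.79 and 8.76 depending on the library, and this floor covers counting error only. Differential abundance was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 15312 genes with sufficient counts. Log2 fold changes are given as passage 9 over passage 3, and gene positions are those of GENCODE on GRCm39. Each standard error was derived from edgeR's test, as the absolute log2 fold change divided by the square root of its F statistic. Where counts are near the floor it can be too small. The 3T3-L1 and HMLE reference datasets were not analysed here.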

Fibroblast identity was confirmed by comparing RNA sequencing of passage 3 and passage 9 MEarFs to published RNA-sequencing datasets of adipocyte-like and epithelial–mesenchymal transition cells as a reference for key genes (Fig. 3C). Raw mapped reads from 3T3-L1 adipocyte–fibroblasts were downloaded from the R packages curatedAdipoRNA (R package version 1.26.0, https://bioconductor.org/packages/curatedAdipoRNA) and ExperimentHub with the emtdata library (R package version 1.18.0, https://bioconductor.org/packages/emtdata). DESeq2 analysis of all six cell populations was done in tandem to ensure minimal variation in analysis. 

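Vim, the vimentin gene, lies from 13578738 to 13587639 on chromosome 2. Its normalized count was 179004 ± 9903 (SD, n = 4 wells) at passage 3 and 121919 ± 3182 (SD, n = 4) at passage 9. The log2 fold change was -0.55 (standard error 0.05, adjusted p = 3.8e-06 from edgeR's quasi-likelihood test), and at passage 9 well 4 stood above the other wells. Foxc2, which encodes a forkhead transcription factor, lies from 121842910 to 121845634 on chromosome 8. It had 1299 ± 132 normalized counts (SD, n = 4) at passage 3 and 431 ± 21.5 (SD, n = 4) at passage 9, a log2 fold change of -1.59 (standard error 0.08, adjusted p = 7.3e-09 from edgeR). Scaling by library size alone moved this fold change most among the alternatives, to -1.70. S100a4, the remaining fibroblast marker of Table 2, had 47631 ± 10472 normalized counts (SD, n = 4) at passage 3 and 24012 ± 2313 (SD, n = 4) at passage 9. Its log2 fold change was -0.99 (standard error 0.14, adjusted p = 6.9e-05 from edgeR). For all 3 genes, every well at passage 3 had a higher normalized count than every well at passage 9. The reverse held for Col1a1, Col1a2, Dcn, Pdgfra and Thy1, fibroblast markers from a separate list, each of which was higher in every passage 9 well.

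**Figure D1:**
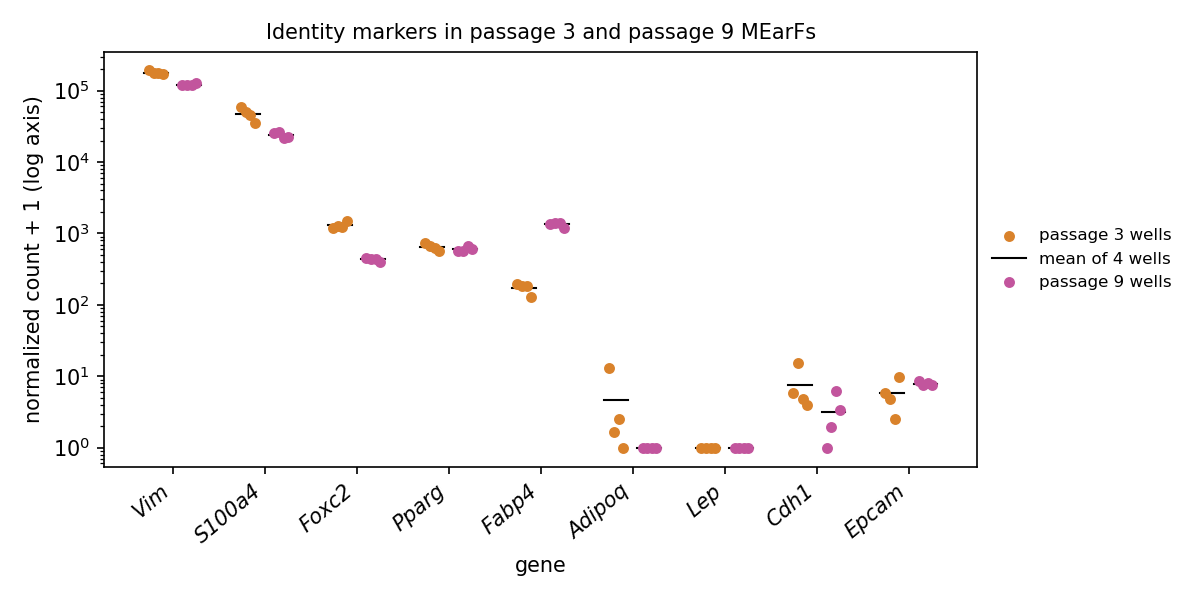
Normalized counts plus 1 (log axis) of fibroblast, adipocyte and epithelial marker genes in each well of passage 3 and passage 9 MEarFs, with the mean of 4 wells as a black line. Vim and S100a4 are the most abundant of the 9 genes at both passages, and Lep is at 0 in every well.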

Normalized counts of vimentin (*Vim*) and forkhead box C2 (*Foxc2*) were higher in MEarF transcriptomes at both passages 3 and 9 compared with the 3T3-L1 and human mammary epithelial (HMLE) reference sequences. 

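Cdh1, from 107329941 to 107396880 on chromosome 8, had between 1 and 22 counts in the 4 passage 3 libraries and between 0 and 4 in the 4 passage 9 libraries. This gave 6.44 ± 5.18 normalized counts (SD, n = 4) at passage 3 and 2.13 ± 2.28 (SD, n = 4) at passage 9. Epcam, from 87943407 to 87958557 on chromosome 17, had between 2 and 6 counts per library at passage 3 and between 4 and 11 at passage 9. Its normalized count was 4.75 ± 3.01 (SD, n = 4) at passage 3 and 6.89 ± 0.511 (SD, n = 4) at passage 9. Both genes had too few counts to pass the filter of edgeR's test, and the wells of the 2 passages overlapped for each. Without that filter neither was past the threshold, with adjusted p = 0.146 for Cdh1 and 0.426 for Epcam from DESeq2, and 0.0864 and 0.372 from edgeR. A difference between passages was not detectable at this depth for either gene.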

Epithelial cadherin (*Cdh1*) and epithelial cellular adhesion molecule (*Epcam*) have a markedly lower normalized count value in MEarF cells compared to both populations of HMLE cells. 

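Fabp4 lies from 10268785 to 10273737 on chromosome 3 and encodes a fatty acid binding protein. MEarFs had 171 ± 28.8 normalized counts of Fabp4 (SD, n = 4) at passage 3 and 1345 ± 115 (SD, n = 4) at passage 9, from 44 to 281 counts per library at passage 3 and 815 to 1977 at passage 9. The log2 fold change was 2.94 (standard error 0.10, adjusted p = 4.5e-10 from edgeR), with no overlap between the wells of the passages. Pparg, from 115337675 to 115468268 on chromosome 6, encodes a nuclear receptor. It had 647 ± 65.6 normalized counts (SD, n = 4) at passage 3 and 597 ± 45.4 (SD, n = 4) at passage 9. The wells of the 2 passages overlapped, and the log2 fold change of -0.12 was not past the threshold (standard error 0.08, adjusted p = 0.227 from edgeR), although scaling by library size alone put it past the threshold at -0.24.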

Adipocyte gene markers such as fatty acid binding protein (*Fabp4*) and peroxisome proliferator-activated receptor-gamma (*Pparg*) were detected exclusively in adipocyte-like 3T3-L1 cells. 

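No count was assigned to Lep, from 29060216 to 29073877 on chromosome 6, in any of the 8 libraries. Adipoq, from 22964106 to 22976810 on chromosome 16, had 5, 1, 2 and 0 counts in wells 1 to 4 at passage 3 and 0 in every well at passage 9. Well 1 was the single library in which Adipoq exceeded the 3 counts taken as the detection floor. Neither gene had enough counts to pass the filter of edgeR's test. Without that filter the adjusted p for a fall of Adipoq was 0.0701 from DESeq2 and 0.0452 from edgeR, although the wells of the passages overlapped and its mean normalized count at passage 3 did not exceed that of 3 counts in the least deep passage 9 library.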

Leptin (*Lep*) and adiponectin (*Adipoq*) are other key adipocyte markers that are absent in passage 3 or passage 9 MEarFs (Table 2). Housekeeping gene (Nazet et al., 2019) counts varied between MEarFs at passages 3 and 9. 

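Gapdh had 94036 ± 6712 normalized counts (SD, n = 4) at passage 3 and 135161 ± 10144 (SD, n = 4) at passage 9. Its log2 fold change was 0.52 (standard error 0.07, adjusted p = 5.8e-05 from edgeR), and every passage 9 well exceeded every passage 3 well. Rplp0 had 91344 ± 11336 normalized counts (SD, n = 4) at passage 3 and 108359.6 ± 6811 (SD, n = 4) at passage 9, and the wells of the passages overlapped. The log2 fold change of Rplp0 was 0.25 (standard error 0.09, adjusted p = 0.0317 from edgeR). It was no longer past the threshold in 5 of the 8 fits that each left out one well, nor with scaling by library size alone, where it was 0.13. The counts of both genes are uncertain where the authors' counting split reads with pseudogene copies.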

Compared to 3T3-L1 adipocyte-like fibroblasts, and HMLE epoithelial-mesenchymal reference cells, MEarFs maintained a relatively moderate abundance of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) and ribosomal protein lateral stalk subunit P0 (*Rplp0*).

**Table 2.** Direct comparison of normalized counts of differentially expressed transcripts by DESeq2 transcriptomic analysis of passage 3 and passage 9 mouse ear fibroblasts (MEarFs), pre-adipocyte and adipocyte fibroblasts (3T3-L1s), and immortalized epithelial and mesenchymal differentiated cells (HMLEs)

	Top genes in GO term Nuclear Division								
	*Cdc20*	*Cyp26b1*	*Ereg*	*Fgfr2*	*Kifc1*	*Mastl*	*Npr2*	*Prickle1*	*Spire1*
Passage 3 MEarF	4278	6325	2341	4730	1314	1170	4502	733	1589
Passage 9 MEarF	1421	1270	860	1478	477	423	2197	2473	479
Pre-adipocyte 3T3-L1	840	688	396	2179	388	271	2840	1425	621
Adipocyte-like 3T3-L1	220	251	88	3185	99	125	1652	1157	908
Epithelial HMLE	19,543	495	0	1202	7242	1791	980	301	2701
Mesenchymal HMLE	12,519	172	0	35	7284	2120	2224	106	2780

	Top genes in GO term Regulation of Epithelial Cell Proliferation								
	*Cxcl12*	*Ccnd1*	*Apln*	*Jag1*	*Twist2*	*Fgfr2*	*Zfp703*	*Cyp7b1*	*Fgf2*
Passage 3 MEarF	33,048	15,070	412	2489	949	6817	9302	366	6817
Passage 9 MEarF	138,117	2539	4632	390	6411	1953	2315	2039	1953
Pre-adipocyte 3T3-L1	55,976	10,274	493	2389	2341	37	2436	1337	37
Adipocyte-like 3T3-L1	15,956	2127	1953	2948	839	118	3874	362	118
Epithelial HMLE	3	17,251	2131	0	1263	1032	0	36	1032
Mesenchymal HMLE	49	15,579	174	0	1173	3850	0	5	38,450

	Quiescence						Senescence				
	*Pi16*	*Dpt*	*Cd34*	*Mfap4*	*Ly6a*	*Fbln1*	*Ccnd1*	*Cdkn2b*	*E2f1*	*Hdac1*	*Jun*
Passage 3 MEarF	31	309	756	258	12,610	3441	15,070	707	1255	5481	6474
Passage 9 MEarF	316	1819	799	743	24,828	6886	2539	530	1179	5044	7629
Pre-adipocyte 3T3-Ll1	188	3121	25	469	3040	3509	10,274	2692	1203	1419	2210
Adipocyte-like 3T3-L1	59	2900	14	179	790	704	2127	1059	773	811	1559
Epithelial HMLE	7	1	38	19	0	6920	17,251	1640	0	10,116	9510
Mesenchymal HMLE	14	7	85	107	0	9451	15,579	1960	0	9574	10,623

	Housekeeping		Adipocyte			Epithelial		Fibroblast		
	*Gapdh*	*Rplp0*	*Adipoq*	*Fabp4*	*Lep*	*Cdh1*	*Epcam*	*S100a4*	*Vim*	*Foxc2*
Passage 3 MEarF	81,209	78,872	3	148	0	0	7	41,318	154,564	1122
Passage 9 MEarF	117,105	93,850	0	1165	0	3	1	20,679	105,646	374
Pre-adipocyte 3T3-L1	3098	47,326	43	1459	0	1328	0	17,237	109,117	316
Adipocyte-like 3T3-L1	2689	26,137	73,457	115,437	243	1229	0	6621	56,773	110
Epithelial HMLE	208,706	50,667	0	130	0	19,280	5906	410	11,796	1055
Mesenchymal HMLE	152,187	37,612	0	213	0	12,242	4947	295	55,863	3294

Genes in this table are grouped by functional category and signature marker for the listed cellular function. Top genes influencing GO categories Regulation of Epithelial Cell Proliferation and Nuclear Division are represented, as well as the values for housekeeping, adipocyte-like, and fibroblast-like normalized counts shown in Fig. 3C. Normalized count values were calculated using DESeq2 and are rounded to the nearest whole number.

### Transcriptomic adaptation of MEarFs during extended culture

Despite consistent seeding densities, we observed substantial variability in total cell numbers throughout passages, suggesting continued adaptation of the cells to *in vitro* conditions (Jia et al., 2022). Cell counts from a T25 culture flask rose from 430,000 at passage 3 to 830,000 by passage 9 (Table 3), prompting our investigation into transcriptional changes associated with long-term culture.

**Table 3.** An example of MEarF passages over the course of 3 months

Date	Passage number	Days since last passage	Total cells	Delta cells (total cells of this split **−** seeding density of last passage)	Seeding density (number of cells)	Cells/day
27 February 2025	0	**–**	330,000	210,000	120,000	**–**
4 March 2025	1	5	200,000	80,000	120,000	16,000
7 March 2025	2	3	440,000	320,000	120,000	106,667
13 March 2025	3	6	430,000	310,000	120,000	51,667
19 March 2025	4	6	280,000	160,000	120,000	26,667
26 March 2025	5	7	390,000	270,000	120,000	38,571
30 March 2025	6	4	700,000	580,000	120,000	145,000
3 April 2025	7	4	460,000	340,000	120,000	85,000
8 April 2025	8	5	750,000	630,000	120,000	126,000
12 April 2025	9	4	830,000	710,000	120,000	177,500
17 April 2025	10	5	710,000	590,000	120,000	118,000
22 April 2025	11	5	610,000	490,000	120,000	98,000
27 April 2025	12	4	840,000	720,000	120,000	180,000
1 May 2025	13	4	780,000	660,000	120,000	165,000
7 May 2025	14	6	1,010,000	890,000	120,000	148,333
13 May 2025	15	6	1,070,000	950,000	120,000	158,333
19 May 2025	16	6	1,040,000	920,000	120,000	153,333

We performed RNA sequencing on the population of MEarFs at passages 3 and 9. Our bioinformatic analysis began with principal component analysis (PCA), separating samples by passage number and clustering with biological replicates (Fig. 4A). 

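Principal component analysis was run on log2 TMM-normalized CPM of the tested genes, with a prior count of 2, centred and not scaled. The first component held 81.4% of the variance and the second held 6.10%. All 4 passage 3 wells lay on one side of the first component and all 4 passage 9 wells on the other, with a gap of 126 units between the nearest wells of different passages. With DESeq2's normalized counts of all genes with a count, each scaled to unit variance, the alternative that moved it most, the first component held 40.5%. Across genes, which are not independent replicates, the Pearson correlation of log2 values was 0.982 to 0.995 between wells of the same passage and 0.925 to 0.938 between wells of different passages. The wells are numbered 1 to 4 at each passage, and wells with the same number did not deviate together. The correlation of their deviations from the passage means averaged 0.0321, against -0.00949 for wells with different numbers.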

Differential expression analysis identified significant transcriptional shifts, with 17% of mapped genes exhibiting differential abundance between passages (Fig. 4B). 

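The deposited table lists 42396 genes, of which 24407 had at least 1 count in at least 1 library. At an adjusted p under 0.05 and an absolute log2 fold change above 1, 2589 genes differed between passages. Of these, 1145 were higher at passage 9 and 1444 were lower. They make up 10.6% of the genes with at least 1 count. The wells of the 2 passages did not overlap for 2491 of the changed genes, and for 47.9% of all tested genes, where chance gives 2.86%. With the well number as a replicate block, 2569 genes changed, and 2527 of them were also changed without the block. The alternatives that moved the number most were requiring 10 counts in every library, which gave 1539 genes, and dropping the fold change limit, which gave 7957. DESeq2's Wald test gave 3000 genes, 2524 of them shared. Among the changed genes are 26 that repeat another gene's counts under a suffixed symbol.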

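The 500 tested genes with the smallest p-values comprised 251 genes higher at passage 9 and 249 genes lower at passage 9. Euclidean distances between libraries were computed on their z-scores. The smallest distance between wells of different passages was 9.00 times the largest distance between wells of the same passage. Because these genes were chosen for their difference between passages, the ratio was also computed on other genes. It was 2.91 on the 500 most variable genes, which were chosen without the passage labels. Over all tested genes it was 0.919, so that on z-scores some wells of the same passage were farther apart than the nearest wells of different passages. The first split of the dendrogram still separated the passages in each case. On unscaled log2 values of all tested genes, the first principal component alone held a gap of 126 units between passages. The mean distance between wells on that scale was 55.8 at passage 3 and 46.5 at passage 9.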

Hierarchical clustering of the 500 most differentially abundant genes further segregated samples by passage number (Fig. 4C). 

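Over-representation among the changed genes was tested in Reactome gene sets, since the GO annotation was not used here. A one-sided hypergeometric test was applied to 850 sets of 10 to 500 tested genes, against the tested genes with an Entrez identifier as background. At an adjusted p under 0.05, 63 sets were over-represented, a number that moved most, to 114, when all genes with a count served as background. The 5 sets with the smallest p-values overlap each other and concern receptors and their ligands. GPCR ligand binding had 66 of 131 genes changed, 2.96 times the number expected (adjusted p = 1.2e-15, hypergeometric test). The other 4 were Class A/1 Rhodopsin-like receptors, GPCR downstream signaling, Signaling by GPCR and Peptide ligand-binding receptors. In the set Chemokine receptors bind chemokines, 15 of 24 genes changed, 3.67 times the expected number (adjusted p = 5.1e-05, hypergeometric test). Extracellular matrix organization had 72 of 194 genes changed, 2.18 times the expected number (adjusted p = 1.8e-09, hypergeometric test). The set Cell Cycle, Mitotic was not over-represented, with 55 of 385 genes changed, of which 53 were lower at passage 9. Tested among the lower genes alone, its adjusted p was 0.0812 (hypergeometric test), and falls smaller than the fold change limit do not enter this test.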

Gene ontology (GO) enrichment analysis highlighted functional categories associated with chemotaxis, epithelial cell proliferation, and leukocyte migration (Fig. 4D). These results highlight the importance of tracking the passage number of primary cells for experimental reproducibility.

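Among changed genes with an average log2 CPM of at least 2 and no overlap between passages, the 5 with the largest rise at passage 9 were Vip, Saa3, Thsd4, Nos2 and Mcoln2. Vip rose from 5.00 ± 2.00 to 4250.1 ± 295 normalized counts (SD, n = 4 each), a log2 fold change of 9.55 (adjusted p = 5.0e-13 from edgeR). Saa3, whose family has similar members that could share reads, rose from 101 ± 7.76 to 66080.5 ± 7712 (SD, n = 4 each). Log2 fold changes were 9.32 for Saa3, 8.24 for Thsd4, 7.66 for Nos2 and 6.85 for Mcoln2. The passage 3 means of Vip (5.00), Nos2 (2.92) and Mcoln2 (4.46) were low. They lay under the 8.76 normalized counts that 3 counts amount to in the least deep passage 3 library. The sizes of the rises of Vip, Nos2 and Mcoln2 are therefore uncertain. The 5 with the largest fall were Acan, Sox10, Ngfr, Cdh19 and Susd5. Acan had 2720.3 ± 199.6 normalized counts (SD, n = 4) at passage 3 and at most 1 count in any passage 9 library, so it was at least 522-fold lower at passage 9. Against the same floor, Sox10 was at least 121-fold lower, Cdh19 at least 96.7-fold lower and Susd5 at least 93.8-fold lower. Ngfr fell from 4071 ± 259.7 to 4.58 ± 1.72 (SD, n = 4 each), a log2 fold change of -9.91 (adjusted p = 5.0e-13 from edgeR). It had 4 to 5 counts in each passage 9 library. Its mean there lay under the 5.22 normalized counts that 3 counts amount to in the least deep passage 9 library. The size of the fall of Ngfr is therefore uncertain too. From its principal component analysis, differential expression, clustering and GO enrichment, the paper states that tracking passage number matters for the reproducibility of experiments with primary cells.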

**Fig. 4.**
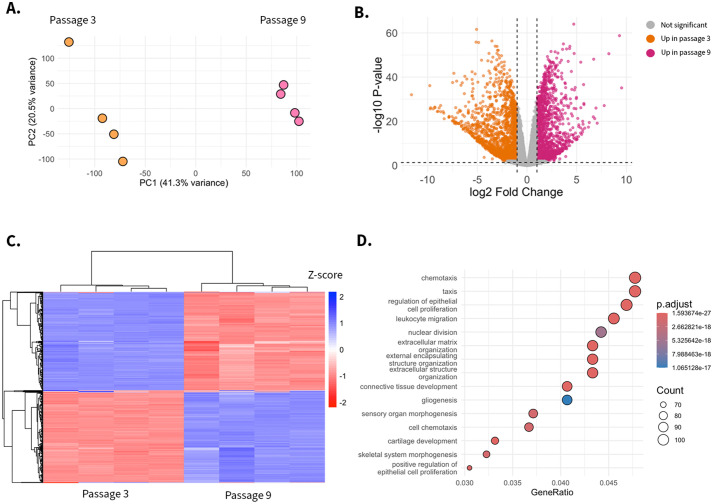
**Transcriptomic differences between early- and late-passage MEarFs.** (A) Principal component analysis (PCA) of transcript counts from passage 3 (orange, *n*=4) and passage 9 (pink, *n*=4) MEarFs. Samples cluster by passage number with more variability in the early-passage cells. (B) Volcano plot displaying differential gene expression between passage 3 (orange) and passage 9 (pink) MEarFs. Each point represents one mapped gene. Gray points indicate genes with statistically insignificant changes [Benjamini–Hochberg false discovery rate (FDR)>0.05]. Orange points represent genes with higher abundance in passage 3 (log2 fold change>1, FDR<0.05), and pink points represent genes with higher abundance in passage 9 MEarFs (log2 fold change>1, FDR<0.05). Dotted lines indicate significance thresholds. (C) Heatmap of the 500 most differentially abundant genes between passage 3 and passage 9 MEarFs. Hierarchical clustering separates samples by passage number. Color scale represents normalized expression (*Z*-score), with red indicating high expression and blue indicating low expression. (D) Gene ontology (GO) enrichment analysis of differentially expressed genes (adjusted FDR<0.2, |log2 fold change|>1). GO terms are grouped by biological function as determined by the murine genome database (org.Mm.eg.db). Dot size corresponds to the number of genes associated with each term (gene count), and color intensity indicates statistical significance (*P*<0.05).

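The mean Euclidean distance between wells over all tested genes was 55.8 log2 units at passage 3 and 46.5 at passage 9, a ratio of 1.20. In an exact two-sided permutation test over the 70 assignments of the 8 centred libraries, this ratio gave p = 0.286, so the difference in spread did not exceed what reassigned wells give. Leaving out passage 3 well 4 moved the ratio most toward 1, to 1.05, and leaving out passage 3 well 2 moved it farthest away, to 1.32. Passage 3 held the 2 libraries with the fewest counts, and with all libraries thinned to equal depth the ratio was 1.09. These distances are another measure than a plot of principal components. On the second component here, passage 3 wells lay between -38.2 and 28.6 and passage 9 wells between -13.1 and 9.28, the direction the paper gives for Fig. 4A.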

## DISCUSSION

We developed a simplified, cost-optimized, and reproducible approach for isolating and culturing primary fibroblasts long term. We demonstrate that minimal media (DMEM+10% FBS) is sufficient for both the isolation and long-term culture of MEarFs, offering a practical alternative to enriched media formulations. Minimal growth conditions selectively support fibroblasts and provide a stable culture environment, reducing experimental variability and improving reproducibility across studies. In contrast, enriched media (Advanced DMEM/F-12+15% FBS) consistently promoted the expansion of adipocyte-like cells, indicating that the MEarF culture is highly sensitive to media conditions.

We validated the use of two mouse ears per digestion as a reliable source of MEarFs. Consistent with previous isolation protocols (Edelman and Redente, 2018), we successfully isolated MEarFs using just two ear hole punches without filtering out the tissue, as we suggest doing with larger tissue inputs. MEarFs from two hole punches did take a total of 34 days to reach confluence in a T25 flask, compared to both ears from a 3-week-old donor (7 days to confluence) or a 12-week-old donor (12 days to confluence) (Fig. S4). Our protocol may be adapted by growing the initial culture from two to four hole punches in a 6 cm Petri dish to aid confluency before transitioning to a culture flask. We did not characterize the long-term proliferative capacity or transcriptomic adaptations of the cells isolated from a smaller tissue input. Nonlethal tissue collection offers the advantage of establishing parallel *in vitro* models from animals undergoing *in vivo* experimentation but will require further optimization.

Adipocyte-like cells observed in MEarF cultures were first believed to be co-isolated cells during tissue processing, consistent with prior reports of adipocyte-like cell contamination in primary human fibroblast cultures (Ningsih et al., 2014). Media formulation was not the first variable we adjusted to minimize the adipocyte-like contamination. Notably, the mouse primary fibroblast isolation protocols with the most enriched media did not report adipocyte-like contamination (Seluanov et al., 2010). However, in that study, researchers isolated fibroblasts from wild-caught mice, which exhibit more efficient lipid metabolism than inbred laboratory mice (Martin et al., 2010), potentially influencing the abundance or differentiation capacity of adipogenic precursor cells, depending on the background of the donor mouse. Additionally, other primary fibroblast isolation protocols (Table 1) characterize cells only at early passages, whereas we observed the cells across multiple passages, so contaminating cells have time to proliferate and expand during our observations.

Donor age was hypothesized to contribute to the appearance of differentiating adipocyte cells, so we isolated MEarFs from 3-week-old mice and compared them with those from 12-week-old adult mice (Berry et al., 2013; Bruder and Fromme, 2022). When grown in enriched media, MEarFs from young donors still produced adipocyte-like cells, suggesting that donor age alone is insufficient to prevent co-isolated cell contaminants. In contrast, MEarFs isolated in minimal media, from 3-week, 6-week, and 12-week-old mouse donors, reached confluence in minimal media without adipocyte contamination (Fig. S4). This suggests that media composition, not the age of the donor, is likely responsible for the proliferation of adipocyte-like contaminants. We observed that the only donor-age-related difference was that young donors reached confluence post-isolation sooner than the older donors; however, beyond passage 0, donor age did not significantly influence confluency rate.

Although the origin of the adipocyte-like cells in our isolations remains unclear, their morphology is consistent with co-isolated fibro-adipocyte progenitor (FAP) cells that differentiate toward adipocytic phenotypes under enriched and stressful culture conditions (Marangoni et al., 2020). FAP cells are heterogeneous and serve as key regulators of muscle regeneration and stem cell differentiation (Molina et al., 2021). Importantly, the presence of FAP cells is an indicator of culture stress and dysregulation as markers of wound healing (Loomis and Smith, 2023). We hypothesize that FAP cells proliferated in our cultures due to enriched media conditions and prolonged culture stress. This suggests that our protocol could be adapted to intentionally establish FAP cell models, providing a platform for studying *in vitro* fibro-adipogenic differentiation.

Reducing adipocyte-like contamination was essential for two reasons. First, adipocyte-like cells preferentially proliferated in enriched media and ultimately outcompeted fibroblasts, compromising culture identity. Second, lipid metabolism exerts broad paracrine signals on surrounding cells, while standard cell culture conditions already impose an artificial nutrient environment that perturbs cellular metabolism from physiological conditions (Else, 2019). The combination of enriched media and lipid-rich contaminant populations exhibits compounding derivations from physiological conditions, undermining the translational relevance of fibroblast-based models.

Myocytes are noted contaminants of published fibroblast isolation protocols, and we did not see such contamination in our cells grown in minimal media. The absence of myocyte contamination in our MEarFs may be due to a few reasons. First, we remove tissue chunks immediately after mechanical and enzymatic tissue digestion. Second, myocytes take time to divide and differentiate, so our care of fibroblasts may be selective against the growth of these cells (Uezumi et al., 2016). Finally, we confirmed the absence of myoblasts through the absence of marker genes, *Myod* and *Myf5*, in MEarF transcriptomics.

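Myod1, from 46025870 to 46028526 on chromosome 7, had 3, 7, 5 and 1 counts in wells 1 to 4 at passage 3 and 0 in every well at passage 9. At passage 3 this amounted to 4.64 ± 1.88 normalized counts (SD, n = 4). Wells 2 and 3 exceeded the floor of 3 counts. Myf5, from 107318769 to 107321995 on chromosome 10, had 0 counts in all 8 libraries. The counts of both genes were too low to pass the filter of edgeR's test. Without that filter Myod1 was lower at passage 9 (adjusted p = 0.00357 from DESeq2 and 0.0033 from edgeR), and its wells did not overlap between passages, but its mean at passage 3 did not exceed the 5.22 normalized counts that 3 counts amount to in the least deep passage 9 library, so the size of the fall is not determined.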

When grown in optimal media conditions, MEarFs exhibited adaptability to cell culture over time within a finite window of viability. Variability in total cell counts across passages (Table 3) prompted us to investigate transcriptional differences between early- and late-passage cells. Bulk RNA sequencing of MEarFs revealed substantial transcriptomic shifts between passage 3 and passage 9. PCA demonstrated clear clustering of samples by passage number, with larger variation across passage 3 than passage 9 samples (Fig. 4A). Differential expression analysis identified significant transcriptional changes, with 17% of mapped genes exhibiting differential abundance between passages 3 and 9 (Fig. 4B). Hierarchical clustering of the 500 most differentially abundant genes further separated samples by passage number (Fig. 4C). 

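Table 2 lists 17 genes under the GO terms for nuclear division and regulation of epithelial cell proliferation. All 17 passed the thresholds for differential abundance, 5 higher and 12 lower at passage 9, and did so in every fit that left out one well. Apart from Cdc20 and Cxcl12, the largest rise was that of Apln, from 47114019 to 47123775 on chromosome X. It had 477 ± 45.7 normalized counts (SD, n = 4) at passage 3 and 5343 ± 350.3 (SD, n = 4) at passage 9, a log2 fold change of 3.47 (standard error 0.08, adjusted p = 1.5e-11 from edgeR). The largest fall was that of Jag1, from 136923373 to 136958693 on chromosome 2, from 2879 ± 185 to 451 ± 23.5 normalized counts (SD, n = 4 each). Its log2 fold change was -2.67 (standard error 0.06, adjusted p = 2.4e-11 from edgeR). For each of the 17 genes the wells of the passages did not overlap. The smallest change was that of Npr2, with a log2 fold change of -1.05 (standard error 0.05). For Ereg, with a log2 fold change of -1.45, well 1 at passage 9 lay below the other wells of that passage.

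**Figure D2:**
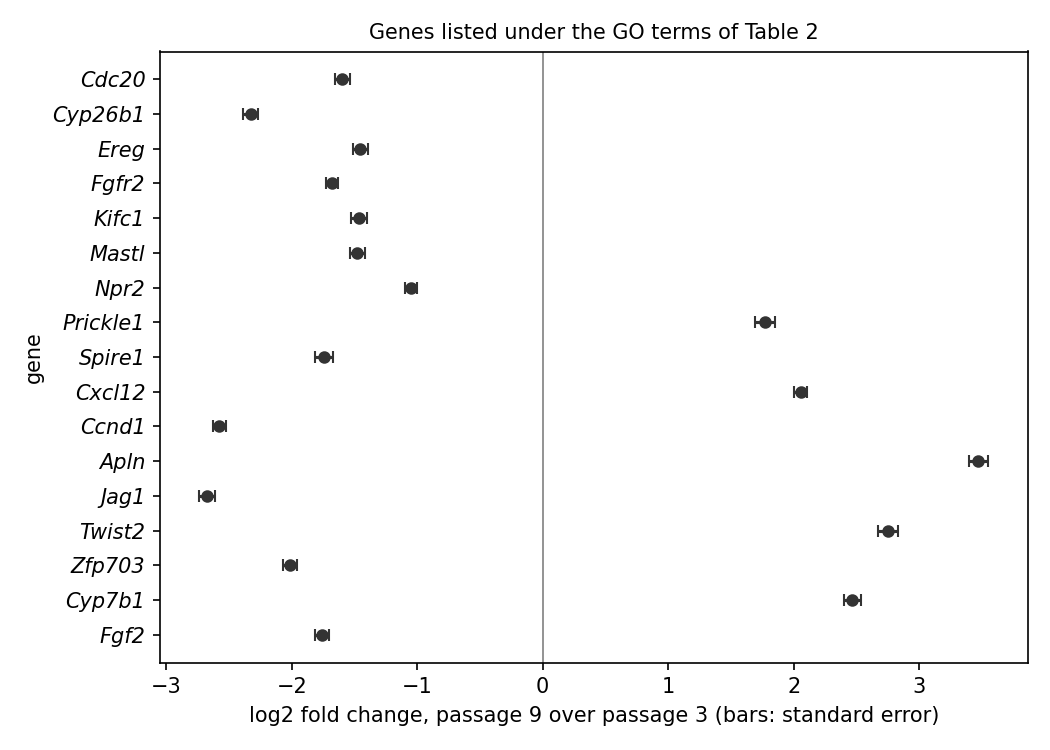
Log2 fold change of passage 9 over passage 3 (x axis) for the 17 genes listed under the GO terms of Table 2 (y axis), from 4 wells per passage. Bars are standard errors derived from the F statistic of edgeR's quasi-likelihood test. Prickle1, Cxcl12, Apln, Twist2 and Cyp7b1 lie above 0 and the other 12 genes below 0.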

GO enrichment analysis highlighted functional categories associated with chemotaxis, epithelial cell proliferation, and leukocyte migration (Fig. 4D), driven significantly by the differential abundance of genes such as *Cdc20* and *Cxcl12* (Table 2).

A higher abundance of *Cdc20* transcripts in passage 3 cells may reflect differences in cell-cycle stage or the proportion of dividing cells at the time of RNA collection, given the role of *Cdc20* in mitotic regulation. 

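Cdc20 lies from 118290098 to 118294610 on chromosome 4. Its normalized count was 4955 ± 368 (SD, n = 4) at passage 3 and 1639 ± 74.6 (SD, n = 4) at passage 9, a log2 fold change of -1.60 (standard error 0.06, adjusted p = 9.7e-10 from edgeR). Every passage 3 well had more Cdc20 than every passage 9 well. The log2 fold change stayed between -1.63 and -1.56 when each well was left out in turn.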

Increased expression of *Cxcl12* in passage 9 aligns with prior observations that dermal fibroblasts act as a Cxcl12-secreting paracrine cell (Zhang et al., 2024; Janssens et al., 2018; An et al., 2025). 

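Cxcl12 lies from 117144945 to 117158328 on chromosome 6. It had 38290.4 ± 1161 normalized counts (SD, n = 4) at passage 3 and 159242 ± 4819 (SD, n = 4) at passage 9. The log2 fold change was 2.06 (standard error 0.05, adjusted p = 3.2e-11 from edgeR), with all passage 9 wells above all passage 3 wells. Leaving out each well in turn kept it between 2.03 and 2.07.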

The inverse expression profiles of *Cdc20* and *Cxcl12* suggest early shifts toward altered proliferation or signaling profiles with increased passage number. However, we emphasize that bulk RNA sequencing was performed only at passage 3 and passage 9, limiting our ability to define the precise trajectory of these changes. RNA sequencing alone cannot definitively characterize the molecular fate of MEarFs.

MEarFs continued to proliferate through passage 9 without significant enrichment of senescence or quiescence-associated transcripts, especially when compared to immortal T3T-L1 immortal cells and mortal HMLE cell lines (Table 2). 

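The 6 quiescence genes of Table 2 had a median log2 fold change of 1.23, higher at passage 9 (adjusted p = 1.3e-06 from edgeR's fry test, adjusted over 5 gene lists). With the well number as a replicate block the median was 1.25 (adjusted p = 3.7e-04 from fry). Requiring 10 counts in every library moved it most, to 0.97, and over all alternatives the adjusted p lay between 9.3e-07 and 3.7e-04. Adjusted over the list alone, 5 of the 6 genes rose, each without overlap between the wells of the passages, and the same number rose when adjusted over all tested genes. Pi16 rose most, from 35.5 ± 18.9 to 364 ± 45.6 normalized counts (SD, n = 4 each), with a log2 fold change of 3.48 (standard error 0.22, adjusted p = 8.3e-08 from edgeR), and its well 2 at passage 9 lay above the other wells. The log2 fold changes of Dpt and Mfap4 were 2.52 and 1.49. Those of Ly6a and Fbln1 were below 1, at 0.97 and 0.95. Ly6a belongs to a multigene family whose members could share reads, and well 4 at passage 3 lay above the other wells for Fbln1. Cd34 was not past the threshold, with a log2 fold change of 0.08 (standard error 0.08, adjusted p = 0.488 from edgeR), and its sign reversed with scaling by library size alone. The 5 senescence genes had a median log2 fold change of -0.13 (adjusted p = 1.3e-06 from fry), and -0.12 with the replicate block (adjusted p = 4.4e-04 from fry). This result rests on Ccnd1, which fell by 2.58 on the log2 scale (standard error 0.05, adjusted p = 6.5e-12 from edgeR). In the alternatives that kept all 5 genes the adjusted p lay between 5.7e-07 and 0.00667. With Ccnd1 left out, a check chosen after its value was seen, the median was -0.11 and the adjusted p was 0.0539 from fry. Over the list alone, 1 gene rose and 3 fell, and over all tested genes 1 rose and 2 fell. The paper gives no direction expected in senescence for each gene, so a lower median of this list is not read as less senescence. Cdkn2b had a log2 fold change of -0.42 (standard error 0.07) and Jun one of 0.23 (standard error 0.05). E2f1 and Hdac1, at -0.09 and -0.13, were not past the threshold over all genes, although scaling by library size alone put both past it, and removal of GC content and length trends or leaving out passage 3 well 4 did so for Hdac1.

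**Figure D3:**
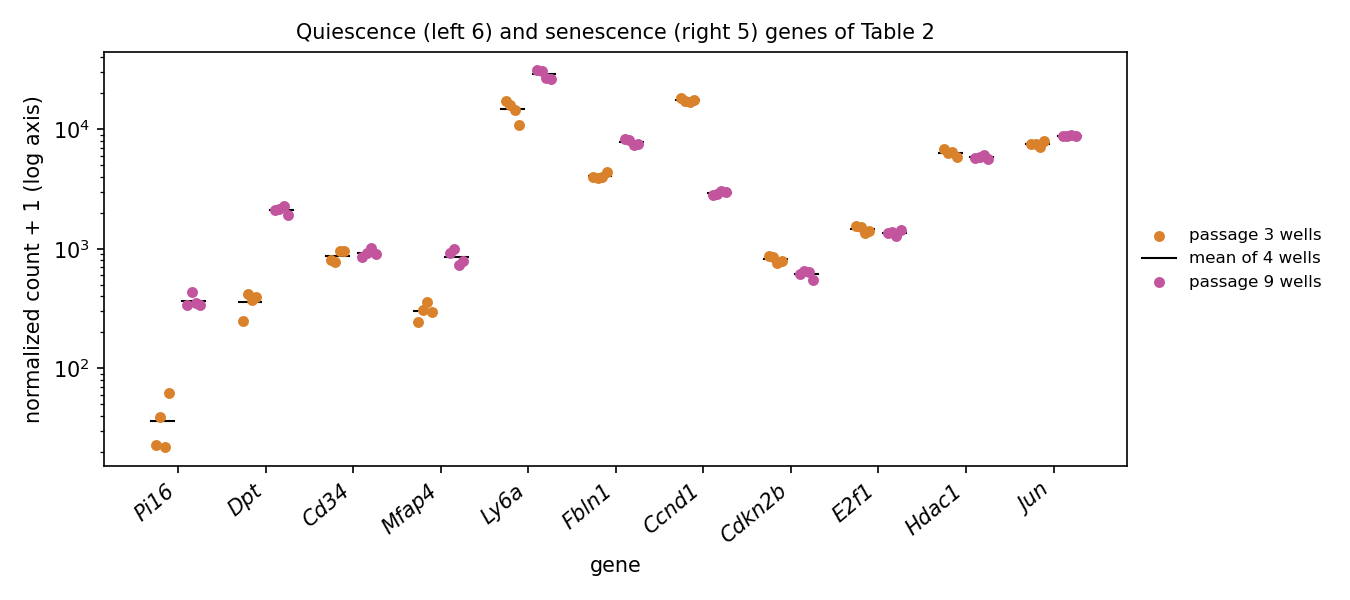
Normalized counts plus 1 (log axis) of the 6 quiescence genes and 5 senescence genes of Table 2 in each well of passage 3 and passage 9 MEarFs, with the mean of 4 wells as a black line. Pi16, Dpt and Mfap4 rise at passage 9, Ccnd1 falls, and the wells of the passages overlap for Cd34.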

In our hands, the culture remained viable beyond passage 20. 

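The 22 tested genes of the chemokine ligand families Ccl, Cxcl and Cx3cl had a median log2 fold change of 0.74 (adjusted p = 1.5e-05 from edgeR's fry test), with 14 above 0 and 8 below 0. With the well number as a replicate block the median was 0.82. Requiring 10 counts in every library moved it most, to 1.36. Leaving out each well in turn gave medians between 0.49 and 1.04, and the lowest among the other alternatives was 0.62. Suffixed copies of symbols were left out of the list after their values had been seen, and with them the median was 1.07. At an adjusted p under 0.05 and an absolute log2 fold change above 1, 11 were higher and 4 lower at passage 9. The genes named here were chosen after their values were seen. The largest rises were those of Ccl8, with a log2 fold change of 3.30 (standard error 0.16, adjusted p = 8.3e-09 from edgeR), and Cxcl1, with 2.49 (standard error 0.06, adjusted p = 3.9e-11 from edgeR). Cxcl5 rose from 26436 ± 1868 to 115979 ± 5946 normalized counts (SD, n = 4 each), but the deposited table lists it under a second, suffixed symbol too, as it does Cxcl3 and Cxcl16, so the counts of these genes are uncertain. Cxcl14 fell from 8904 ± 571 to 1501 ± 45.8 normalized counts (SD, n = 4 each), a log2 fold change of -2.57 (standard error 0.06, adjusted p = 1.5e-11 from edgeR). For Ccl8, Cxcl1, Cxcl5 and Cxcl14 the wells of the passages did not overlap. Cxcl17 had 23.1 ± 6.92 normalized counts (SD, n = 4) at passage 3 and none at passage 9, at least 4.44-fold lower.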

While our transcriptomic data represent a significant change in gene abundance for cell taxis, chemokine response, and leukocyte migration, this protocol can be compatible with functional assays, provided that controls and minimal passage numbers are considered. Further studies incorporating single-cell transcriptomics, senescence markers, and functional assays will be required to fully characterize the long-term molecular and cellular adaptations in MEarF cultures.

As cell biology continues to advance, careful attention to model systems remains essential. Reducing sources of variability, such as media composition, passage number, and cell population heterogeneity, is critical for accurate data interpretation and reproducibility. Our MEarF model offers a flexible primary fibroblast applicable to studies of cellular homeostasis, disease mechanisms, host–pathogen interactions, and fibro-adipogenic cell biology. By emphasizing long-term culture stability and minimal media conditions, this protocol provides a cost-optimized and resource-conscious approach to primary fibroblast culture.

## MATERIALS AND METHODS

### Ear tissue collection and cell extraction

#### Materials and reagents (vendors and catalog numbers in Table 4)

- Media (formulation in Table 4), pre-warmed to 37°C
- 100 ml PBS+1% penicillin–streptomycin (P/S)
- Liberase (26–28 Wünsch units/ml)
- Three 10 cm Petri dishes
- Sterile scissors, forceps, and single-edge razor blades
- 15 and 50 ml conical tubes
- 100 μm cell strainers
- 5 ml sterile, single-use syringe
- Pipette aid and 10 ml serological pipettes
- Tissue-culture-treated T25 flasks
- 70% ethanol
- Centrifuge
- CO_2_- and O_2_-controlled tissue culture incubator (37°C, 5% CO_2_)

**Table 4.** Names of reagents, vendors, catalog numbers, and final concentrations for minimal media, tissue digestions, and cell freezing

Reagent name	Vendor	Concentration (final volume)
(Minimal) media		
DMEM	Gibco #11960-051	87%
FBS	Corning #35-010-CV	10%
Antibiotic (P/S)	Gibco #15140-122	1%
GlutaMAX	Gibco #35050-061	1%
HEPES	Gibco #15630-080	1%
MEarF tissue digestion reagent		
Liberase TL Research Grade	Millipore Sigma (Roche) #5401020001	∼0.13–0.14 Wunsch units/ml
MEarF freezing media		
FBS	Corning #35-010-CV	90%
DMSO	ChemCruz #SC-358801	10%

#### Notes before starting

- Prepare at least 100 ml of sterile PBS containing 1% of fresh P/S.
- Prepare 10 ml of PBS+1% P/S stock in a 15 ml conical tube for each pair of ears.
- Ensure that the Liberase aliquot is well reconstituted before use, as it tends to settle during freeze–thaw cycles.
- For the best results, digest one pair of ears (2 cm^2^) per 15 ml conical tube.

#### Animal preparation and tissue extraction (Fig. 1)

1. Humanely euthanize the animal following institutional guidelines.
2. In an animal hood, liberally spray the mouse head with 70% ethanol.
3. Using sharp, sterile scissors, remove the mouse ear pinna (outermost ear) by cutting at the junction above the lower ear cartilage. The excised tissue should be approximately 1 cm^2^ per ear (Fig. 1A).
4. Remove excess fur and cartilage with scissors to minimize interference with enzymatic digestion.
5. Using forceps, transfer the tissue to a Petri dish containing 70% ethanol for a brief rinse (Fig. 1B).
6. Transfer the tissue to a second Petri dish containing PBS+1% P/S to rinse off the ethanol. Hold the tissue in this dish while completing extraction from additional animals or for up to 15 min. Clean scissors and forceps with 70% ethanol between each tissue extraction.
7. Once all tissues are collected, transfer them to a third, dry Petri dish, carrying over as little PBS as possible.
8. Using single-edge razor blades in a scissor-like motion, finely mince the tissue, periodically recollecting the tissue into a pile. Continue cutting until the tissue becomes sticky and adheres to the blades.
9. Transfer the minced tissue into the 15 ml conical tube containing 10 ml PBS+1% P/S.
10. If more than one animal is processed, store the 15 ml conical tube on ice until all extractions are complete. Proceed to the next step when all tissue extractions have been made.

#### Enzymatic digestion

1. Add 50 μl of Liberase (∼26–28 Wunsch units/ml) to each 15 ml conical tube containing 10 ml PBS+1% P/S and minced tissue, achieving a final concentration of ∼0.13–0.14 Wunsch units/ml (Fig. 1C).
2. Rotate samples at 37°C for 90–120 min to begin tissue digestion.
  - Check samples every 30 min, shaking the tube vigorously to prevent the tissue from adhering to the cap or bottom of the tube. Examine the media for subtle changes in opacity and tissue fragment density over digestion time.
  - Digestion is sufficiently complete when the PBS is cloudy, and the tissue is opaque with uneven or ‘frayed’ edges of the tissue chunks. If no tissue chunks remain, digestion has progressed too far, and the sample should be discarded, as few cells will remain viable (Fig. S1).

#### Cell recovery and washing

1. Transfer the 15 ml conical tube containing the digested tissue to a sterile tissue culture hood.
2. Place a 100 μm cell strainer on a new 50 ml conical tube.
3. Using a 10 ml serological pipette, vigorously aspirate to loosen cells still attached to the remaining tissue chunks. Avoid aspirating too high in the pipette to minimize tissue loss on the pipette interior.
4. Transfer the digested tissue suspension through the strainer into the 50 ml conical tube.
5. Rinse the 15 ml conical and serological pipette with at least 10 ml of pre-warmed minimal media, with the rinse falling through the strainer. Equal volumes of minimal media (10 ml) are essential in neutralizing the Liberase enzyme. Additional media can be used throughout the following washing steps 18–22.
6. Use the rubber end of a 5 ml syringe plunger to gently press tissue against the cell strainer to release loosely attached cells from the tissue. Rinse the plunger and strainer with media. Discard the strainer, plunger, and remaining tissue chunks.
7. Centrifuge the 50 ml conical tube with cell suspension at 525 ***g*** for 5 min at room temperature.
8. Carefully aspirate the supernatant without disturbing the cell pellet.
9. Resuspend the pellet in 5 ml of warm media.
10. Add 10 ml of media to the conical tube and centrifuge again at 525 ***g*** for 5 min to remove any residual Liberase enzyme.
11. Carefully aspirate the supernatant and resuspend the pellet in 5 ml of media.

#### Initial culture establishment

1. Transfer the entire resuspended sample into a tissue-culture-treated T25 flask.
2. Incubate at 37°C with 5% CO_2_.
3. During the first 3 days post-isolation, monitor for major changes in media color. Avoid disturbing the flask, as disturbances early in culture may delay or inhibit cell adherence. If the media turns yellow, assess the flask under light microscopy to determine the next steps.
  - If bacterial or fungal contamination is visible, sterilize and discard the flask immediately.
  - If no visible contamination is present, yellowing may indicate overcrowding, and cells should be passaged.
4. Fibroblasts begin adhering within 4–10 days (Fig. 3A).
5. Refresh the media by day 7.
6. By day 14, pass cells at 90–95% confluency, seeding ∼120,000 cells per T25 flask.
  - If cells are not near confluency by day 14, transfer all cells to a new flask.
  - Timing and seeding density may require optimization for individual laboratory practices. Some mouse genotypes may exhibit different proliferation rates.
7. Pass cells every 4–6 days or whenever the cells reach 90–95% confluency.
8. Track cell counts, passage number, and days between passages to monitor culture health (Table 3).

### Passage, maintenance, and storage of MEarFs

#### Materials and reagents (vendors and catalog numbers in Table 4)

- Media (formulation in Table 4), pre-warmed to 37°C
- 0.05% Trypsin (Gibco, 25200-056)
- Hemocytometer
- 15 ml conical tubes
- Pipette aid and 2, 5, and 10 ml serological pipettes
- Tissue-culture-treated T25 flask
- 70% ethanol
- Centrifuge
- CO_2_- and O_2_-controlled tissue culture incubator (37°C and 5% CO_2_)
- Logbook or electronic spreadsheet for tracking passage number and cell counts

#### MEarF passage protocol

1. Remove media from the T25 flask.
2. Add 2 ml of 0.05% trypsin to detach cells from the flask.
3. Incubate at 37°C for 5 min. Tap the flask at 2 min to assist detachment.
4. Once most cells have detached, add 2 ml of media (equal volume to trypsin for enzyme neutralization).
5. Transfer the cell suspension to a 15 ml conical tube and centrifuge at 250 ***g*** for 3 min.
6. Carefully remove the supernatant and resuspend the pellet in 1 ml of media.
7. Count and record the total number of cells using a hemocytometer.
8. Seed ∼120,000 cells into a T25 flask with 5 ml of pre-warmed media. Adjust seeding density based on cell behavior and laboratory conditions and practices.
9. Record the passage number, total cell count, and seeding density.
10. Option to freeze cells with the following MEarF freezing protocol.

#### MEarF freezing protocol

##### Materials and reagents (vendors and catalog numbers in Table 4)

- FBS
- DMSO
- 2 ml cryovials (sterile, screwcap)
- Controlled rate freezing container (e.g. Mr. Frosty) or foam tube rack
−80°C freezer (for initial freezing)
- Liquid nitrogen storage tank (for long-term preservation)

##### Before starting

- Ensure that the controlled rate freezing container is at room temperature.
- Pre-label cryovials with ethanol-safe markers.

##### Protocol

1. Complete steps 1–6 of the MEarF passage protocol.
2. After centrifugation, remove the supernatant and resuspend the pellet in 900 μl FBS media.
3. Add 100 μl DMSO to a 2 ml cryovial.
4. Transfer the cell-FBS suspension into the cryovial and mix thoroughly by pipetting.
5. Immediately place in a controlled-rate freezing container (or a foam tube rack) and transfer the cells to −80°C for overnight freezing.
6. After 24 h, transfer cryovials to liquid nitrogen for long-term storage. Cells have been successfully recovered from liquid nitrogen and tested up to 12 months.

#### MEarF thawing protocol

1. Media (formulation in Table 4), pre-warmed to 37°C
2. Remove cryovial from storage (liquid nitrogen or −80°C).
3. Rapidly thaw the frozen cell pellet by adding pre-warmed media directly to the cryovial.
4. Transfer all contents of the cryovial to a T25 flask and leave undisturbed in the incubator for at least 3 days. Subsequently, maintain cells as previously described in the passage protocol.

### Ethics statement

Animals were treated in compliance with guidelines set by the Institutional Animal Care and Use Committee (IACUC) of the University of Wisconsin School of Medicine and Public Health (Protocol #M005217), which adheres to regulations and guidelines set by the National Research Council. The University of Wisconsin is accredited by the International Association for Assessment and Accreditation of Laboratory Animal Care.

### Experimental mice

All methods and all experimental protocols were approved by the University of Wisconsin IACUC (Protocol #M005217) as well as the Office of Biological Safety (Protocol #B00000086). C57BL/6 female and male mice, aged 3 to 16 weeks, were humanely euthanized with CO_2_ and cervical dislocation before ear tissue extraction.

### MEarF culture and media

All cultures were maintained in a 37°C humidified incubator with 5% CO_2_ and normal oxygen conditions to maintain physiological relevance. MEarFs (isolated in-house, protocol outlined in this paper) were cultured in DMEM (Gibco #11960077) supplemented with 10% FBS (Fisher Scientific #MT35010CV), 1% GlutaMAX Supplement (Gibco #35050061), and 1% P/S (Gibco #15140122). Fresh aliquots of P/S were used for media preparation. Enriched media consisted of Advanced DMEM/F-12 (Gibco #12634010), 15% FBS (listed above), 1% GlutaMAX, and 1% P/S.

### BODIPY stain and Incucyte imaging

MEarFs were cultured to confluence in minimal media or enriched media on a 48-well plate (Thermo Scientific, Nunclon #177224). Live cells were stained with 5 μM BODIPY (Invitrogen #D3922) in minimal media for 30 min at 37°C and then imaged on an Incucyte S3 Live-Cell Analysis Instrument (Sartorius) using phase-contrast and green fluorescence channels with a 20× objective. Images were selected across two independent experiments. Quantification of BODIPY stain was conducted using the Incucyte Sartorius software to detect the number of cells in each media condition, with automatic parameters set to Top-Hat segmentation with a 10 μm radius and 20 GCU threshold and edge split sensitivity of 25. Each media type was grown in separate plates and encompasses eight wells, 16 pictures each. The number of items with green fluorescence per image is tallied as a count. An unpaired *t*-test was used to determine the significance (*P*<0.0001) of the difference in BODIPY between MEarFs grown in enriched media and minimal media. As a negative control, MEarFs imaged without BODIPY stain demonstrated no positive cells outside of background fluorescence (Fig. S2B).

### Immunofluorescent staining

HFFs (ATCC, SCRC-1041), MDCK cells (ATCC, CCL-34), and in-house isolated MEarF cells were seeded on poly-L-lysine German glass coverslips (Electron Microscopy Sciences 72292-02) in four-well plates (Thermo Scientific #144444). On day 5 post-seeding, cells were fixed with 500 μl of 4% formaldehyde (Thermo Scientific #28908) for 30 min at room temperature, covered from light. After fixation, the cells were gently rinsed with 500 μl PBS three times to rinse off residual formaldehyde. Cells were permeabilized with 500 μl of PBS+0.1% Triton in each well for 5 min at room temperature on a rocker, covered from light, then rinsed three times with PBS. Nonspecific proteins were blocked with 500 μl of PBS containing 5% BSA (Sigma-Aldrich #A9418-10G) for 30 min at room temperature, on a rocker, covered from light. Primary vimentin antibody (R&D Systems #MAB2105-SP) was added immediately after removal of the BSA solution at a concentration of 1:250 μl PBS and incubated overnight at 4°C. The following day, cells were rinsed five times with PBS and incubated with goat anti-rat IgG (H+L) cross-adsorbed secondary antibody conjugated to Alexa Fluor 584 (Invitrogen #A-11006) at a concentration of 1:250 μl PBS for 2 h, in the dark, at room temperature. Nuclei were stained with DAPI (Sigma-Aldrich #D9564-10MG) at a concentration of 1:1000 μl PBS for 20 min at room temperature. Coverslips were carefully removed from the wells, rinsed in a beaker of DI water, and mounted cell-side down onto microscope slides with 4 μl of VECTASHIELD Vibrance Antifade Mounting Medium (Vector Laboratories #H-1700-2). Coverslips were sealed onto the microscope slides with nail polish, stored at 4°C, and imaged on a Zeiss Axioplan III motorized microscope with a 40× air objective. Photos were adjusted in Adobe Photoshop by linearly and uniformly adjusting the curve for image clarity. To confirm antibody specificity, secondary-only controls were performed for each cell type following the staining protocol stated above but omitting the primary vimentin antibody (Fig. S3). Brightness and contrast for all immunofluorescence images were adjusted in Adobe Photoshop by linearly and uniformly repositioning the curve points to improve visualization of the fluorescent signal.

### Cell preparation for RNA isolation

After the second passage post-isolation, an aliquot of MEarFs was cryopreserved following the MEarF freezing protocol outlined in this article. A separate aliquot from the same isolation was continuously cultured. When the ongoing culture of MEarFs reached passage 6, we thawed the frozen stock of the same cell line and cultured both populations in parallel for two more passages. At passages 3 and 9, we seeded 40,000 cells into four replicate wells of a six-well plate (Thermo Scientific Nunc #140675) with 3 ml of media. The following day, an additional 2 ml of media was added to each well. On day 4 post-seeding, cells were lysed and detached from the plate with a 15-min treatment of 1 ml TRIzol (Invitrogen #15596018). Cells were then stored at −80°C overnight. The next day, RNA of the MEarF cell culture monolayer was extracted using phenol-chloroform separation and isopropanol precipitation. RNA samples were treated with DNase 1 (New England Biolabs #M0303S) and tested for RNA yield, and nucleic acid purity was confirmed by the A260/A280 and A260/A230 ratios. The University of Wisconsin-Madison Biotechnology Center's Gene Expression Center Core Facility [research resource identifier (RRID): SCR_017757] conducted quality control assessments. RNA library preparation, sequencing, and read demultiplexing were performed by the University of Wisconsin Biotechnology Center DNA Sequencing Facility (RRID: SCR_017759). The Illumina TruSeq-Stranded mRNA kit was used for poly(A)^+^ enrichment for library preparation. Double-stranded cDNA was purified using NEB SPRIselect beads. Library quantification was performed using the PicoGreen assay on an Agilent BioTek Synergy H1 microplate reader, and library quality was assayed on the 4200 Tape Station on a D1000 ScreenTape. After passing quality control, the samples were sequenced on the Illumina NovaSeq X Plus 10B platform with 2×150 base-paired-end reads. Each sample generated approximately 50 million paired-end reads with an average read length of 150 bp per sample (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### RNA-sequencing analysis

RNA-sequencing reads were processed to remove low-quality reads using Trimmomatic (v0.39) (Bolger et al., 2014). Reads were then aligned to the *Mus musculus* reference genome (GRCm39, https://useast.ensembl.org/) using the Spliced Transcripts Alignment to a Reference Program (STAR, v2.7.5c) (Dobin et al., 2013). Default STAR parameters were used except for the following: maximum mismatch of 2 bp, and intron length range set to 20–100,000 bp (Dobin and Gingeras, 2015). Quantification of mapped reads and generation of a counts table were performed (RSEM, v1.3.1) (Li and Dewey, 2011). Counts were imported into R (tximport, v1.36.1), and differential expression analysis was conducted (DESeq2, v1.48.2) (Love et al., 2014; Soneson et al., 2015). Normalized counts of MEarF monolayers at passage 3 and passage 9 were compared to representative and previously published datasets from RStudio resources. Representative epithelial and mesenchymal transcriptomes were collected from HMLE cells before (*n*=3) and after (*n*=3) epithelial–mesenchymal transition. HMLE data were procured from the ExperimentHub package and the emtdata library in RStudio. The dataset represent 27,515 genes across ten samples. Similarly, T3T-L1 data were collected from the RStudio package, curatedAdipoRNA. Pre-adipocyte cells were qualified as timepoint hour 0 (*n*=22), and adipocyte-like cells were qualified by the last possible timepoint, 168 h (*n*=25). DESeq2 analysis of differentially expressed genes of all data points was done in parallel. Select genes and gene markers are represented and outlined in this article (Fig. 3C, Table 2). Log-transformed values were used to generate PCA plots. Volcano plot (ggplot2, v4.0.0) was created using a matrix of differentially expressed genes, with significance determined by a Benjamini–Hochberg false detection rate (FDR) of 0.05. Hierarchical clustering (pheatmap v1.0.13) of the top 500 most differentially abundant genes and sample clustering using Euclidean distance. GO enrichment analysis was performed (clusterProfiler v4.16.0, enrichGO). GO terms were represented by all three functional gene categories, with most genes mapping to the biological process (2642 genes) and fewer to cellular component (163 genes) and molecular function (276 genes). We applied a Benjamini–Hochberg *P*-value cutoff of 0.05 and an adjusted FDR threshold of 0.02. GO enrichment was conducted on genes with assigned Entrez Gene Identifiers using the org.Mm.eg.db (https://bioconductor.org/packages/release/data/annotation/html/org.Mm.eg.db.html) annotation package. Broad functional categories and lenient cutoff values were used for exploratory analysis.

### Statistical analysis

Data were analyzed using R software integrated within each analysis package, with cutoff values as specified and listed above.

## Supplementary Material

10.1242/biolopen.062483_sup1 Supplementary information

# Supplementary material for: Isolation, validation, and long-term culture of mouse ear fibroblasts
**Source:** Biol Open. 2026 May 20;15(5):bio062483. doi: 10.1242/bio.062483
**Supplement:** Supplementary information

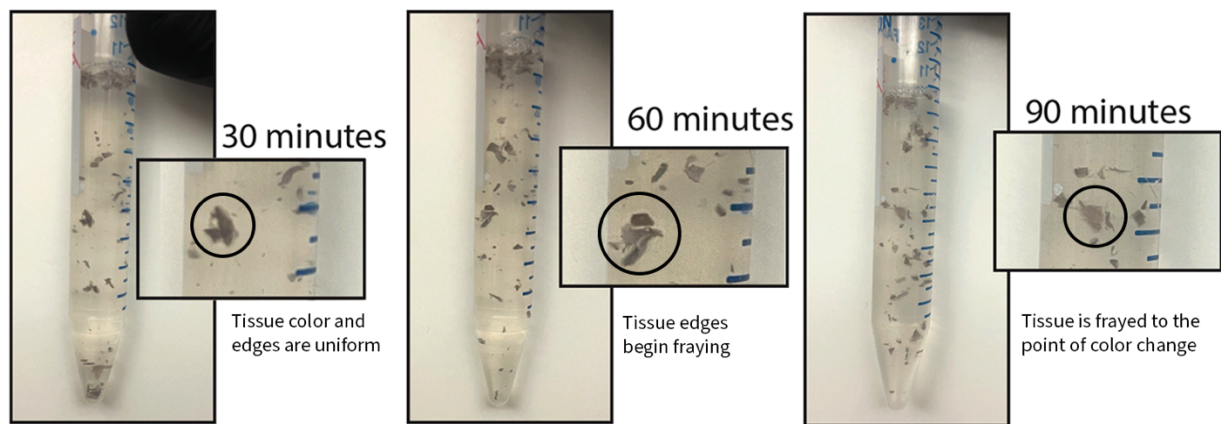

**Fig. S1. Visual indicators of mouse ear digestion during Mouse Ear Fibroblast (MEarF) isolation.** Representative images of mouse ear tissue digestion in phosphate buffered saline (PBS) containing 1% penicillin-streptomycin (pen/strep) and approximately 14 Wünsch units Liberase TM. Tissue was digested on a rotating platform at 37°C. Images show the progression of digestion at 30, 60, and 90 minutes. Circles highlight representative tissue pieces demonstrating changes in tissue architecture and opacity during digestion. At 30 minutes, tissue edges and color remain intact. By 60 minutes, tissue edges appear frayed. At 90 minutes, optimal digestion is achieved when tissue edges are extensively frayed with visible color change, and the solution appears cloudy. Overdigestion results in the complete loss of visible tissue fragments.

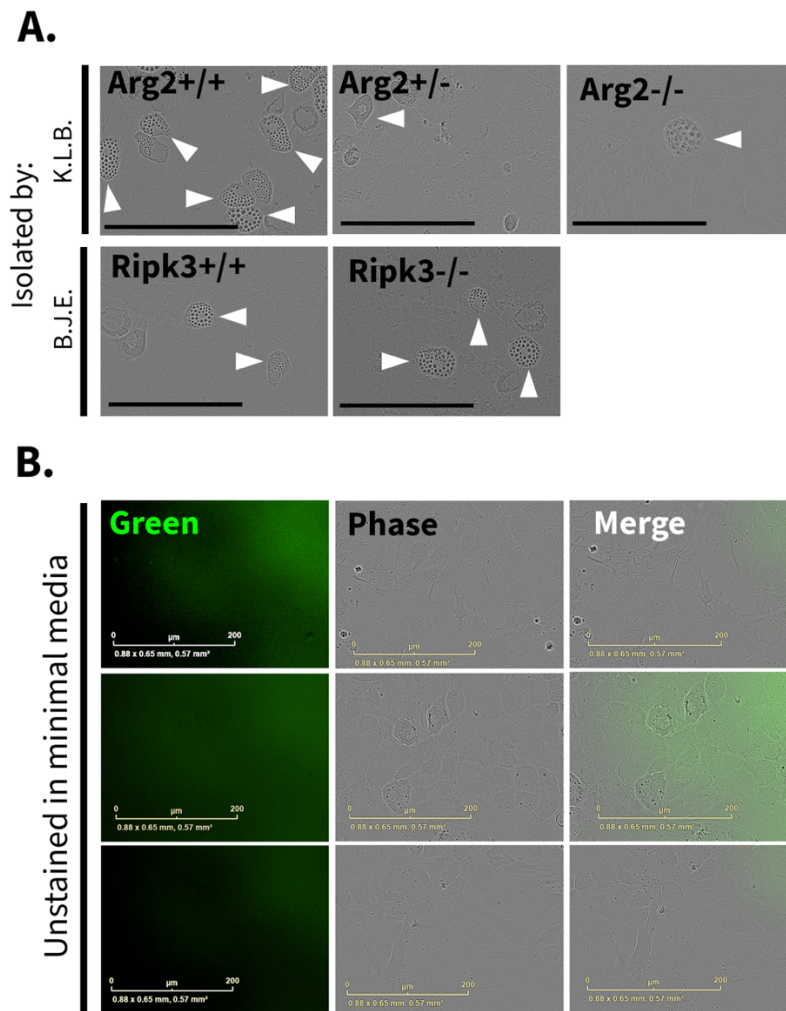

**Fig. S2. Minimal autofluorescence in Incucyte green channels and adipocyte-like cells formed in the MEArF cultures regardless of the donor's genotype.**

(A) Representative images of MEArFs with adipocyte-like cell contamination, all cultured in enriched media from five different mouse genotypes and two separate researchers' isolation: Arg2<sup>+/+</sup>, Arg2<sup>+/-</sup>, Arg2<sup>-/-</sup> (Isolated by K.L.B.), Ripk3<sup>+/+</sup>, and Ripk3<sup>-/-</sup> (Isolated by B.J.E.). Arrowheads indicate examples of adipocyte-like cells observed in MEArF cultures. All images were collected with the Incucyte at 20x magnification, scale bar = 200  $\mu$ m. Brightness and contrast of images were adjusted linearly and uniformly to enhance visualization. (B) Unstained controls of mouse ear fibroblasts (MEArFs) cultured in minimal media to demonstrate the intrinsic autofluorescence from the GFP and phase-contrast channels on an Incucyte live cell imaging system with a 20x objective, scale bar = 200  $\mu$ m, n = 3.

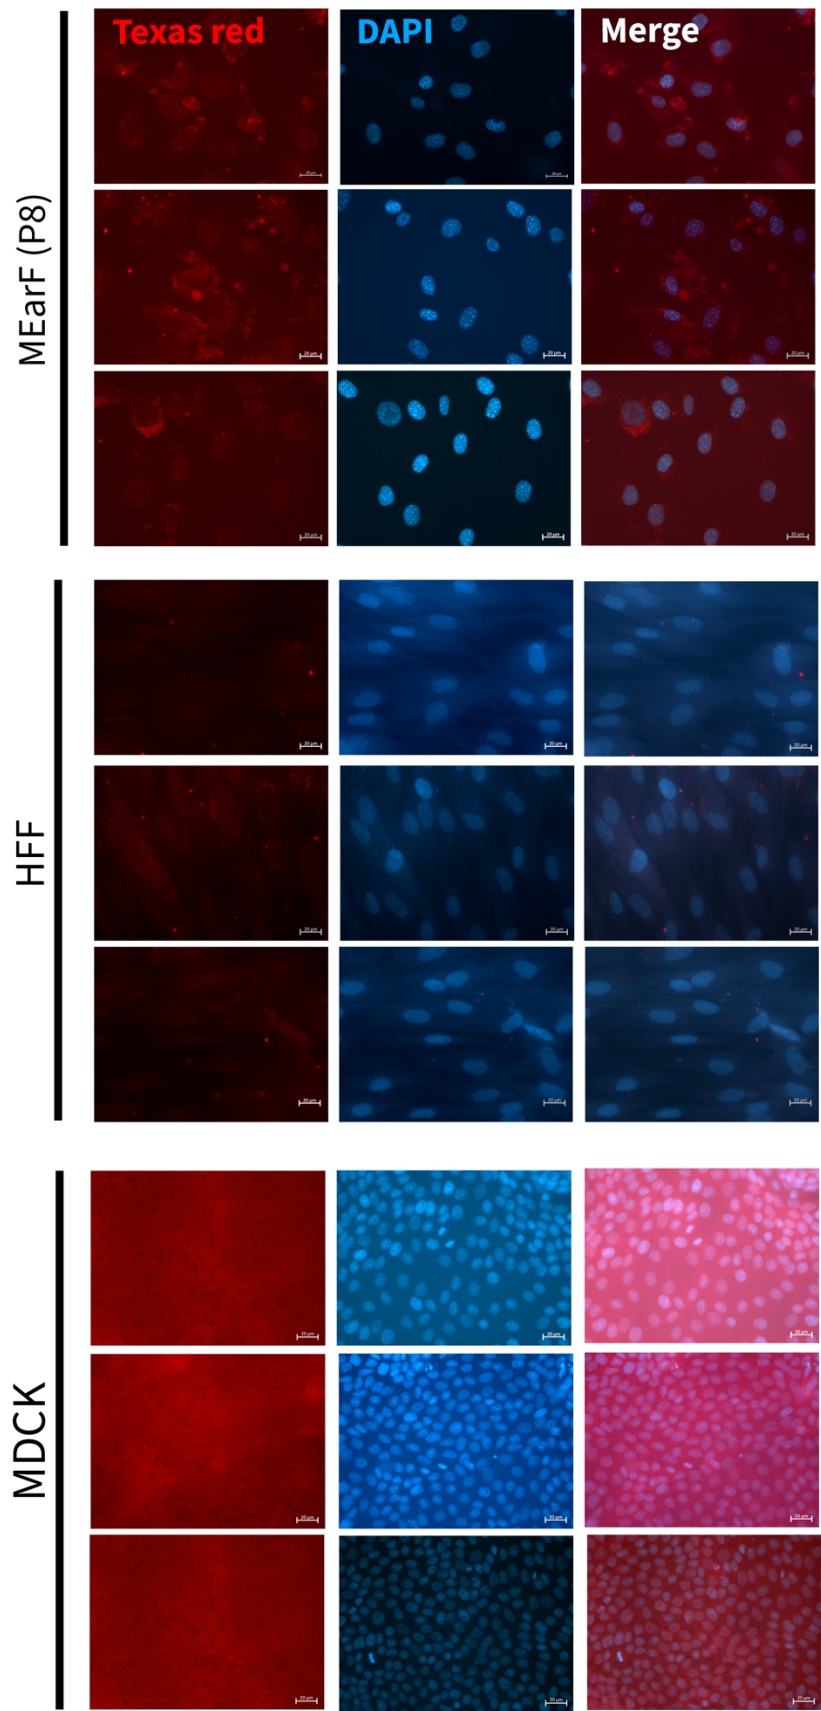

**Fig. S3. Secondary-only controls of human foreskin fibroblasts (HFFs), mouse ear fibroblasts (MEarFs), and Madin-Darby canine kidney cells (MDCKs).**

Representative immunofluorescence imaging of passage 8 MEarFs, HFFs, and MDCKs with secondary antibody only (Alexa Fluor 584 (Invitrogen #A-11006) 1:250). Nuclei were counterstained with DAPI (blue). Images were acquired on a Zeiss Axioplan III fluorescence microscope at 40x magnification, scale bar = 200  $\mu$ m. Brightness and contrast of images were adjusted linearly and uniformly to emphasize the background of the secondary antibody.

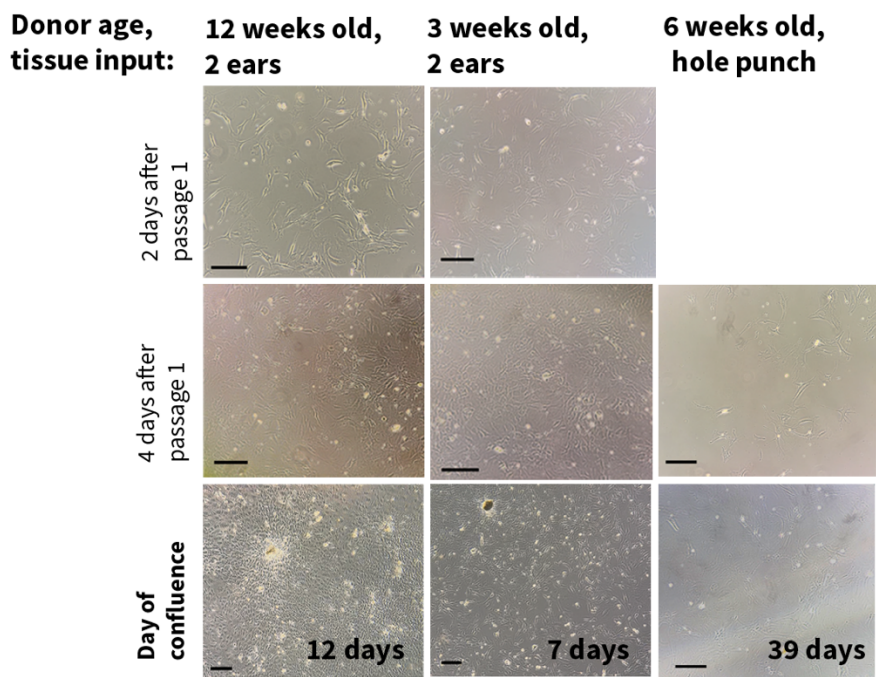

**Fig. S4. Relative growth of newly isolated MEarF cells from a range of host tissue donors over passage 0, passage 1, and at confluence.**

Mouse donors are from both ears of a 3-week-old, a 12-week-old, and two hole punches of a 6-week-old mouse. The flasks (N=6, n=2) were observed 2 and 4 days after the first passaging, and at the time of confluency. Images were captured through the eyepiece of a 20x objective light microscope with a phone camera. Scale bar = 200  $\mu$ m, n =2. Brightness and contrast of images were adjusted linearly and uniformly to enhance visualization.

How the deposited data were processed for this re-analysis (not part of the article)

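RNA from MEarF monolayers was sequenced from 4 wells at passage 3 and 4 wells at passage 9. According to the paper, the authors removed low-quality reads with Trimmomatic, aligned the remaining reads to GRCm39 with STAR, and quantified genes with RSEM. The authors deposited RSEM expected counts per gene symbol, which are not scaled between libraries and hold some fractional values. The paper's text does not name the annotation release or RSEM's strand setting. Each column was matched to its well by the library name in the sample labels, and no column was left unmatched.

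The deposited expected counts were rounded to whole numbers. Genes were filtered by edgeR's filterByExpr with the passage as the group, which left 15312 of 42396 listed genes. Libraries were normalized by TMM, and passages were compared with the quasi-likelihood F test of edgeR (version 4.0.16) in R (version 4.3.3), without covariates. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Gene lists were tested with fry and camera from limma (version 3.58.1), adjusted over 5 lists. DESeq2 (version 1.42.0) served as an alternative test. The S phase and G2/M phase lists came from Seurat (version 5.3.0), in mouse capitalization, and the Reactome sets from fgsea (version 1.28.0), with Entrez identifiers from a RefSeq gene table for 96.8% of tested genes. Chemokine ligand genes were those whose symbol is Ccl, Cxcl, Cx3cl or Xcl followed by a number, and suffixed copies of such symbols, counted at first, were left out after their values had been seen. Positions came from GENCODE release M39 on GRCm39, with 91.5% of tested genes matched by symbol to one position and 91.8% given a transcript length and GC content. Permutations over genes used 10000 random lists matched on mean expression in 20 bins, and comparisons of spread between wells used all 70 assignments of the 8 libraries.

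The depth of the libraries ranged from 16006554 to 83924663 counts. The floor of 3 counts was taken as the least a library can show. The deposited table holds symbols with a numeric suffix, and 318 of these with counts repeat the values of the symbol without the suffix; 185 of them were tested and were kept, with their removal as an alternative.

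The genes named in the text were fixed by a rule. It covers every gene the paper names, genes of marker lists written for identity, senescence, sex and proliferation where a paragraph concerns their list, and the 5 largest rises and 5 largest falls among changed genes with an average log2 CPM of at least 2 and no overlap between passages. Hoxb3, Hoxb4, the named genes of the second muscle list and the individual chemokine ligand genes other than Cxcl12 fall outside the rule and were chosen after their values were seen. The named-gene rule, the tests and most alternatives were chosen before the data were examined. The well number comes from the sample labels, which number the wells 1 to 4 at each passage. It was used as a replicate block in an alternative fit. Other alternatives changed the normalization, the filter on low counts, the thresholds, the denominator of the percentage of changed genes, the scaling and genes used for principal component analysis and clustering, the gene set test, and left out each well in turn. Equal depth, removal of GC content and transcript length trends, removal of repeated genes, the suffixed chemokine copies, the senescence list without Ccnd1, the G2/M phase list without Cdc20 and the percentage of genes given an adjusted p by DESeq2 were added after the data were seen. Trends were natural splines with 4 degrees of freedom each.

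The scripts were tested on simulated counts drawn for 15312 genes, in which 200 genes were changed by known amounts. All 200 were recovered, and 9 other genes were called. The planted changes were all well beyond the fold change limit, spared the most weakly expressed genes and used the spread of these wells. Recovery of changes near the limit or in weakly expressed genes was therefore not tested. With no gene changed, 2 were called. The 3T3-L1 and HMLE reference datasets and the GO annotation were not used here. Values of some genes of the marker lists and gene families are not reported here.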

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

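The tests of second marker lists and of wells within passage 3 were both prompted by the fall of cartilage and Schwann cell markers, and the comparison of wells was chosen only after its own result had been seen, while the second lists were written before their values were looked at.

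Single wells stood apart from the other wells of their passage for 4 of the 78 groups of wells checked, which cover named genes and library measures at each passage, about the 1 in 20 that chance gives. Fbln1 had 4345 normalized counts in passage 3 well 4, against 3919 to 3982 in the others. Ereg had 930.0 in passage 9 well 1, against 1007 to 1017. Pi16 had 431 in passage 9 well 2, against 336 to 351. Vim had 126675 in passage 9 well 4, against 120136 to 120697. In each case the passages did not overlap. These checks take 1 measure at a time. Over many genes together, passage 3 well 4, the least deep library, stood apart from the other wells of its passage. The chi-square per gene between 2 wells, a measure of how far their counts differ, was 22.6 to 31.7 for its pairs. It was 6.73 to 9.64 for the other pairs of passage 3 wells. No explanation of these wells was tested.

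Genes associated with cartilage were present at passage 3; the paper's text does not discuss such cells, although Fig. 4D includes a cartilage development term. Normalized counts at passage 3 and passage 9 were 2720.3 and 0.386 for Acan, 2927 and 16.9 for Col2a1, and 9414 and 3023 for Sox9. For Acan, every passage 9 library was at or under the floor of 3 counts. A second list of cartilage genes, with 13 of its 16 genes tested, had a median log2 fold change of -4.08, where the middle 95% of random lists lay between -0.51 and 0.36 (permutation over genes, p = 1e-04, the smallest these permutations can give). Of these genes, 11 passed the thresholds as lower and 1 as higher. The fall is therefore not limited to the markers in which it was noticed. RNA carried over into some passage 3 wells would differ between wells, but the highest well exceeded the lowest by a factor of 1.06 in the mean of the markers. Sox9 contributes most to this mean. Across the passage 3 wells, Acan alone ranged from 2421 to 2829 normalized counts and Col2a1 from 2670 to 3182. A candidate explanation is that the passage 3 population held cells with cartilage transcripts that were rarer at passage 9. Whether passage or the cryopreservation of the passage 3 stock accounts for this cannot be told apart, and other cells or RNA present in the whole passage 3 culture were not tested.

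Genes associated with Schwann cells followed the same pattern. Sox10 had 633 normalized counts at passage 3 and was at or under the floor in every passage 9 library. A second Schwann cell list, with 14 of 15 genes tested, had a median log2 fold change of -2.38, against -0.50 to 0.33 for the middle 95% of random lists (permutation over genes, p = 1e-04, the smallest these permutations can give), and 9 of its genes passed the thresholds as lower. The passage 3 wells differed by a factor of 1.28 in the mean of the markers. Cells of this lineage in the passage 3 population may account for the pattern, with the same limits as for the cartilage genes.

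Markers of other lineages were also above the floor at passage 3. Trp63 had 545 normalized counts at passage 3 and 103 at passage 9. Cd68 had 59.5 and 18.2, and Cdh5 had 12.1 and 5.14. Other lineage markers did not clearly share this pattern. Krt14, Ptprc and Adgre1 were at or under 3 counts in every library, and Krt5 had at most 8 counts in a library of either passage. The mean of Krt5 was 5.68 normalized counts at passage 3 and 1.65 at passage 9, the same direction, but its wells overlapped. Pecam1 had 10.1 and 13.8 normalized counts and Pmel had 39.6 and 47.9, neither past the threshold for a change. No explanation of these genes was tested.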

How the results depend on the processing

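The corrections for depth and for GC content and transcript length, the removal of repeated genes, the chemokine list with suffixed copies, the senescence list without Ccnd1, the G2/M phase list without Cdc20 and the percentage of genes given an adjusted p by DESeq2 (15.1%) were chosen only after the data were seen.

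The main comparison gave 2589 changed genes, 1145 higher and 1444 lower at passage 9. Requiring at least 10 counts in every library gave 1539 genes, 714 higher and 825 lower, or 6.31% of genes with a count, and removes by design genes that are absent at one passage. Without a fold change limit there were 7957 genes, 3965 higher and 3992 lower, or 32.6%. The percentage was 16.9% of tested genes and 6.11% of listed genes. The remaining alternatives stayed within 1.5 times of the main number, among them 2029 genes at equal depth (1952 shared), 2562 without repeated genes, 2571 with the replicate block and the GC content and length trends removed, and 2582 to 2723 across the 8 fits that each left out one well. Scaling by library size alone shifted the median of all genes by -0.12 on the log2 scale and gave 2608 genes, 38.2% of them higher, against 44.2% in the main comparison.

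The first principal component held 40.5% of the variance with DESeq2's normalized counts of all genes with a count scaled to unit variance, 89.7% on the 500 most variable genes, 76.4% with a prior count of 0.25, and 78.6% to 82.5% with one well left out. The ratio of distances between and within passages was 2.91 on the 500 most variable genes, 0.919 on all tested genes, 5.13 on the 500 largest fold changes, and 8.93 to 12.6 with one well left out. The ratio of spreads was 1.08 to 1.21 across the other settings and never past the threshold of its exact permutation test, with p between 0.0571 and 0.714 over all its alternatives.

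Reactome gave 31 sets from the higher genes alone, 33 from the lower genes alone, and 114 against every gene with a count. The number of chromosomes with a shifted median fell to 1 among genes with an average log2 CPM of at least 5. The 5 gene lists kept their direction and their side of the threshold in every alternative run, except that the senescence list without Ccnd1 had a median of -0.11 and was no longer past the threshold, where the removed gene is the cause. The chemokine list had a median of 1.07 with the suffixed copies. Otherwise the causes of these changes were not tested.

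For 44 named genes, 683 of 695 values kept their direction and side of the threshold, 6 were weaker (all Rplp0), 5 were stronger (Hdac1, E2f1 and Pparg) and 1 reversed. That one was Cd34, at -0.043 with scaling by library size alone. With at least 10 counts in every library, 35 of the 44 genes were followed. Depth limits Cdh1, Epcam, Adipoq, Myod1 and other genes near the floor, which entered only the tests without a filter on low counts.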

Differences from the paper's values

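Table 2 of the paper gives a normalized count of 0 for Cdh1 at passage 3, where the value here was 6.44. Among the alternatives set before the data were examined, the counts as deposited had a mean of 7.50, farther from the paper's 0, and met the limit for no difference only because their spread between wells exceeded the gap, so they do not close it. Both DESeq2's normalized counts (5.54) and one common factor set by Table 2 (5.58) differed from it. For Epcam at passage 9 the paper's value is 1 and the value here was 6.89, and none of the alternatives set before the data were examined closed the gap. For Epcam at passage 3 the main value of 4.75 did not differ from the paper's 7, while DESeq2's normalized counts (4.11), the counts as deposited (3.25) and the common factor (4.11) did. Of the 78 values of Table 2 compared, 68 are of genes with at least 100 normalized counts in the paper at both passages, and over these the median ratio of the values here to the paper's was 1.16 with TMM and 0.996 with DESeq2's normalized counts, the paper's tool.

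The paper reports that 17% of mapped genes differ between passages, and the value here was 10.6% of genes with at least 1 count. Among the alternatives set before the data were examined, the gap closed with tested genes as the denominator (16.9%), without a filter on low counts (13.3%) and with DESeq2's Wald test (12.3%), each within 1.5 times of the paper's value, and did not close with any other of them. DESeq2's test with the genes it gave an adjusted p as the denominator, recorded as an alternative only after the data were seen, gave 15.1% and also closed the gap. The first principal component held 81.4% of the variance here and about 41% in Fig. 4A, read by eye, and the second held 6.10% here and about 21% in Fig. 4A, read by eye. With DESeq2's normalized counts in place of TMM, all genes with a count in place of tested genes and each gene scaled to unit variance, all changed together, they held 40.5% and 19.2%, which do not differ from the figure. The other alternatives set before the data were examined did not close the gap for the first component, and were not run for the second.

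The paper states that Fabp4 and Pparg were found in adipocyte-like 3T3-L1 cells alone, while MEarFs had 171 and 1345 normalized counts of Fabp4 and 647 and 597 of Pparg at passages 3 and 9. Elsewhere the paper is closer to these values, since its Table 2 lists Fabp4 in MEarFs at counts that do not differ from those here, and the legend of Fig. 3C describes an intermediate level of both genes. The paper states that Adipoq and Myod are absent, while Adipoq had up to 5 counts and Myod1 up to 7 counts in a passage 3 library. For Adipoq, the paper's Table 2 itself lists a low count at passage 3 that does not differ from the value here. The paper states from the plot of principal components in Fig. 4A that passage 3 wells vary more. On the second component here they also ranged more widely, from -38.2 to 28.6 against -13.1 to 9.28 at passage 9. Over all tested genes, a different measure, the ratio of spreads of 1.20 was not past the threshold of the exact permutation test (p = 0.286). With 4 wells per passage, that result does not contradict the paper's description. The paper states that quiescence transcripts were not enriched, above all relative to the reference cell lines, a comparison not analysed here. Between passages, the quiescence genes of Table 2 had a median log2 fold change of 1.23, with 5 of 6 genes past an adjusted p of 0.05, of which 3 also had a log2 fold change above 1. Table 2 lists Fgfr2 under both GO terms with different values, of which those in the first match 5473 and 1706 normalized counts here more closely. At both MEarF passages, those in the second repeat the values that Table 2 gives for Fgf2 under the same term. Fgf2 had 7716 and 2280 normalized counts here at passages 3 and 9.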

Other observations

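The tests of dividing cells for Cdc20, of the G2/M phase list without Cdc20, of GC content and length for the spread of wells, and of the Hox genes were chosen only after the results concerned had been seen.

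The number of changed genes was compared with other splits of the 8 libraries. Of the 8 splits that part all 4 same-numbered pairs of wells, 1 gave as many changed genes, the real one, so a share under 0.05 is out of reach. Among all 35 splits, which also include splits that keep same-numbered wells together, 1 gave as many, and the largest number in any other split was 1. Every other split mixes the passages within its groups, so the difference between passages adds to the spread and low numbers are built in. The contrast therefore does not measure how many genes chance would give. With every library thinned to the smallest total, 2029 genes changed, so depth does not account for the number. With each library's trend with GC content and transcript length removed, 2589 genes changed. The fitted trends were small, differing between passages by at most 0.18 on the log2 scale, so trends of this form do not account for the changed genes it covers, while 183 changed genes without a length or GC content were not corrected. The real split also separates a cryopreserved stock from a continuous culture, so an effect of passage and one of freezing and thawing may both contribute, and the design cannot part them.

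The spread among passage 3 wells relative to passage 9 was 1.09 at equal depth and 1.18 with GC content and length trends removed. Both stayed above 1, though equal depth removed part of the excess, and no setting put the ratio past the threshold of the exact permutation test.

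Cell cycle genes other than Cdc20 were lower at passage 9. The S phase list had a median log2 fold change of -0.73 (42 of 43 genes lower, adjusted p = 1.5e-06 from edgeR's fry test), and the G2/M phase list one of -1.11 (54 of 54 genes lower, adjusted p = 4.5e-07 from fry). The G2/M phase list contains Cdc20 itself, and without it the median was -1.11 (adjusted p = 4.6e-07 from fry). Over the alternatives the adjusted p of this list stayed at or under 3.7e-04 and all of its medians were below 0. With the well number as a replicate block the medians were -0.74 and -1.11. Both lists lay beyond random lists matched on mean expression (permutation over genes, p = 1e-04 each, the smallest these permutations can give). After removal of GC content and length trends the G2/M median was -1.14, and scaling by library size alone did not change the direction of either list. Mki67 had a log2 fold change of -1.50, Top2a of -1.17 and Ccnb1 of -1.19. A lower share of dividing cells at passage 9 on the day of lysis may account for the lower Cdc20. The paper proposes this among its explanations. However, its example log of flask passages lists more cells, and more cells per day, at passage 9 than at the earlier passage sequenced. That log counts flasks rather than the sequenced wells, so it does not settle the share of dividing cells at lysis. Cell cycle stage was not measured and the cell density of the wells at lysis is not reported. Effects of passage, cryopreservation and density therefore cannot be told apart.

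Among muscle transcripts, Myog had 4 to 33 counts per library at passage 3 and 0 at passage 9, and without a filter on low counts it was lower at passage 9 (adjusted p = 4.5e-07 from DESeq2 and 4.6e-05 from edgeR, at least 3.01-fold lower, with no overlap between passages). A second list of muscle genes, with 7 of 12 tested, had a median log2 fold change of -1.10, inside the middle 95% of random lists (-1.18 to 0.66), the limit set for this test. Measured by distance from the median of the random lists, the permutation p over genes was 0.0397, so the list as a whole lies at the edge of what random genes give. Of the tested genes, 4 passed the thresholds, each of them lower (Myh3, Ttn, Actc1 and Acta1), and adjusted over the list alone 6 were lower. Acta1 was not near the floor at either passage, with 723 and 337 normalized counts at passages 3 and 9, while Myh3 and Actc1 had 0 counts in every passage 9 library and were at least 13.0-fold and 2.53-fold lower. Of the 5 genes of the list that were not tested, 3 (Myh8, Chrng and Mymk) were lower at an adjusted p under 0.05 from DESeq2 without a filter on low counts. The genes of this list named here were chosen after their values were seen. Single muscle genes were thus lower at passage 9, while the list as a whole does not settle whether cells with muscle transcripts were lost.

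Chromosomes 3, 6 and X had median log2 fold changes beyond random lists of genes, at -0.06, 0.05 and -0.10. Without the changed genes all 3 kept a shift, with medians of -0.04, 0.05 and -0.06, so the changed genes alone do not account for it. The shifts from random lists were smaller than with all genes. Among genes with an average log2 CPM of at least 5, chromosome 3 kept its shift (1 of the 3), with a median of -0.04 and an adjusted p of 0.002 from permutation over genes, so weakly expressed genes do not account for it there. The medians were -0.04 for chromosome X and 0.05 for chromosome 6, with adjusted p = 0.072 and 0.674 from permutation over genes, so the shifts of these 2 chromosomes cannot be told apart from an effect of weakly expressed genes. The shifts are far smaller than the change of a whole chromosome copy in every cell would give, genes are not independent replicates, and a gain or loss of chromosomes was not tested in DNA.

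Of 15 tested Hox genes, 13 changed, all of them higher at passage 9 under TMM, DESeq2's size factors and library size alone. Hoxb3 and Hoxb4, in which the pattern was noticed and which were chosen after their values were seen, had log2 fold changes of 4.95 and 5.71. Of the 13 other Hox genes, 84.6% changed, where random lists gave 7.69% to 53.8% (permutation over genes, p = 1e-04, the smallest these permutations can give). Hox genes lie in clusters and are not independent of each other. A population with another positional identity may have become more frequent by passage 9, but induction within the same cells and a difference between the cryopreserved and the continuous culture were not tested.

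Other genes of the marker lists are reported as values. Dcn rose by a log2 fold change of 4.71, Col1a1 of 1.10, Col1a2 of 1.10, Pdgfra of 0.88 and Thy1 of 0.72, each past an adjusted p of 0.05 from edgeR. Among senescence genes outside Table 2, log2 fold changes were 0.95 for Cdkn2a, 1.95 for Il6, -0.64 for Cdkn1a, -0.69 for Mdm2 and -0.25 for Lmnb1. Each was past an adjusted p of 0.05 from edgeR. Trp53 did not change (log2 fold change -0.09, adjusted p = 0.284 from edgeR). No direction expected in senescence was set for each of these genes, so their signs are not read as more or less senescence. Xist had 24169 ± 4511 normalized counts (SD, n = 4) at passage 3 and 22924 ± 3611 (SD, n = 4) at passage 9, and Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in all 8 libraries, so both passages carry the same sex-linked pattern. With the genes repeated under a suffixed symbol removed, 2562 genes changed and the directions of the genes and lists followed stayed the same. All 8 libraries carry the same batch label, and no explanation of the values in this paragraph was tested.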
